# Estimating differential expression from multiple indicators

**DOI:** 10.1093/nar/gku158

**Published:** 2014-02-27

**Authors:** Sten Ilmjärv, Christian Ansgar Hundahl, Riin Reimets, Margus Niitsoo, Raivo Kolde, Jaak Vilo, Eero Vasar, Hendrik Luuk

## Abstract

Regardless of the advent of high-throughput sequencing, microarrays remain central in current biomedical research. Conventional microarray analysis pipelines apply data reduction before the estimation of differential expression, which is likely to render the estimates susceptible to noise from signal summarization and reduce statistical power. We present a probe-level framework, which capitalizes on the high number of concurrent measurements to provide more robust differential expression estimates. The framework naturally extends to various experimental designs and target categories (e.g. transcripts, genes, genomic regions) as well as small sample sizes. Benchmarking in relation to popular microarray and RNA-sequencing data-analysis pipelines indicated high and stable performance on the Microarray Quality Control dataset and in a cell-culture model of hypoxia. Experimental-data-exhibiting long-range epigenetic silencing of gene expression was used to demonstrate the efficacy of detecting differential expression of genomic regions, a level of analysis not embraced by conventional workflows. Finally, we designed and conducted an experiment to identify hypothermia-responsive genes in terms of monotonic time-response. As a novel insight, hypothermia-dependent up-regulation of multiple genes of two major antioxidant pathways was identified and verified by quantitative real-time PCR.

## INTRODUCTION

Regardless of the advent of high-throughput sequencing, microarrays remain central in current biomedical research, as their maturity arguably enables more accurate transcriptional profiling in some situations (1,2) and facilitated analysis due to lower data volume. As microarrays continue to be a cost-effective tool for probing large-scale gene expression, they are likely to remain the method of choice in focused clinical and diagnostic settings not seeking to identify novel sequence variants. Moreover, public databases such as ArrayExpress and Gene Expression Omnibus (3,4) contain microarray data from tens of thousands of experiments and this vast data source will remain uncontested by sequencing datasets in the coming years. State-of-the-art high-density microarrays such as Affymetrix Gene® and Exon® arrays produce millions of probe-level signals representing most of the transcriptome. Although it is desirable to make optimal use of this rich information, the appearance of modern high-density microarrays has not led to the establishment of dedicated analysis methodologies. On one hand, thousands of genes are interrogated simultaneously making it possible to ‘borrow’ information across genes when estimating differential expression (DE) (5). On the other hand, as each gene is interrogated dozens of times replicated measurements can be integrated to yield a more robust DE estimate. As a rule, however, probe-level information is summarized into probe-set values precluding its use directly in computing DE estimates (6). Such practice is not optimal as the number of variables available for inferring DE is reduced, which, in turn, can lead to the reduction in statistical power. This issue can become critical when the number of replicates per treatment is small as in most microarray experiments.

Here, we introduce a novel DE analysis methodology designed to take advantage of the high number of concurrent measurements provided by high-density microarrays. The estimation of DE is central to the study of gene expression and, usually, the term is used to refer to a statistically significant difference in the experimentally determined abundance of an mRNA species between two treatments (7,8). We propose a generalized framework, which naturally extends to many target categories (e.g. transcripts, genes, genomic regions, etc.) with DE referring to any statistically significant response of interest. We demonstrate that the proposed methodology is robust and versatile in terms of handling small sample sizes and different experimental designs.

Given multiple probes per target, an intuitively appealing approach would be to treat probes as voters. As a result, each target can receive between 

 and 0 votes in favor of DE, where 

 is the number of probes specific to target *i*. As 

 varies substantially, a practical measure of DE would be 

 where 

 is the number of differentially expressed probes specific to target *i*. Testing for the alternative hypothesis 

 where 
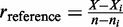
 with 

 and 

 representing the total number of differentially expressed probes and the total number of probes on the array, respectively, involves the pooling of information from all probes to produce a target-specific estimate of DE. A test for the enrichment of target 

-specific differentially expressed probes in relation to the reference can be formulated in terms of the hypergeometric distribution yielding the probability of the null-hypothesis

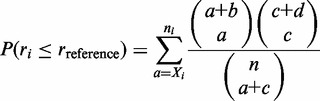

where *b = X* – *X_i_*, *c = n_i_* – *X_i_*, *d* = *n* – *n_i_* – (*X* – *X_i_*). The equation corresponds to the Fisher’s exact test with the alternative hypothesis 
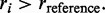

In the present context, an important aspect of the test is that its power to reject the null hypothesis is dependent on 

 As demonstrated by power simulations based on realistic figures (Figure 1A), targets with 

 have an ∼60% chance of being detected as differentially expressed even if the enrichment is substantial (
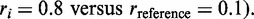
 As the proportion of such targets on modern high-density microarrays is <5% (Figure 1B), it does not represent a major drawback for transcriptome analysis. On the other hand, the power to detect small differences in proportions (
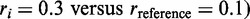
 is high for 

 It might appear counterintuitive at first, but very high sensitivity can be potentially harmful as 

 for example, contains substantially more evidence against the DE of target *i* even if significantly different from the reference rate. The question of a biologically meaningful difference between 

 and 

 is related to the issue of meaningful fold-change (9,10) and there might not exist a single satisfactory solution. With that in mind, we propose an optional upper limit 

 for 

 Censoring 

 to 

 and adjusting 

 limits sensitivity when testing targets with *n_i_* > *u* thereby reducing the likelihood of falsely rejecting the null hypothesis. Based on our experience, a suitable value for *u* is ∼30, which is close to the median of gene-specific probes on high-density microarrays produced by Affymetrix. The fact that the significance of 

 is determined relative to the background rate of differentially expressed probes, yields an interesting property of DEMI getting increasingly sensitive as the global signal profiles converge between samples. This feature is rather practical as the user is more likely to be interested in small differences when comparing inherently similar samples. Of note, as DEMI was designed specifically for estimating DE, currently, the accompanying software does not produce target-specific estimates of expression level.

**Figure 1.**
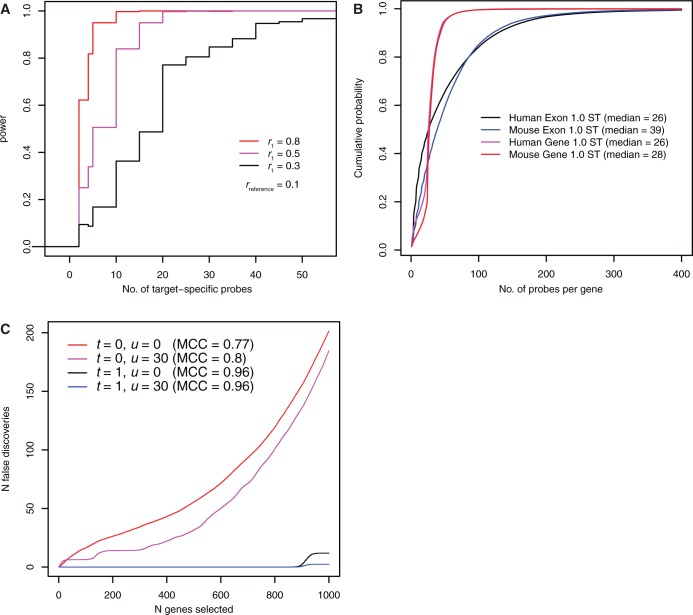
(**A**) Power analysis of Fisher’s exact test. For each combination of input parameters, the average of 1000 simulations is plotted. (**B**) Distribution of gene-specific probe counts. (**C**) Performance analysis based on DE estimates from simulated gene-expression data. For each combination of analysis parameters the average of 100 simulations is plotted.

## MATERIALS AND METHODS

### DEMI software

The accompanying software is available at http://biit.cs.ut.ee/demi.

### DEMI algorithm

DEMI is a probe-level framework to test for DE in microarray data. By design, it takes advantage of the fact that on modern high-density microarray platforms each target sequence is interrogated by many complementary probe sequences. The workflow consists of three-steps: (i) normalization of raw signal intensities, (ii) evaluation of probe-level signal dynamics and (iii) estimation of DE of the target in question. Normalization is necessary to render the signal distributions of individual arrays comparable and there are several ways to do it (e.g. ranking procedures, quantile normalization, etc.). Here, we have used relative ranking, because it provides an intuitive measure of gene expression by referring to its magnitude in relation to all other signals on the array (e.g. with 0 and 100 corresponding the weakest and strongest signals, respectively). In the second step, the evaluation of probe signal will establish whether the effect of the experimental treatment(s) is statistically significant on the probe level. Naturally, the choice of the test depends on the experimental design and the research question. In this study, for example, we have used Wilcoxon–Mann–Whitney test to establish DE between two experimental conditions and Kendall’s tau statistic to evaluate the departure of temporal expression dynamics from monotonicity. The final step, estimation of DE on the target level, is based on the hypergeometric probability for the enrichment of differentially expressed probes among target-specific probes (referred to as on-target probes) relative to the complement (i.e. off-target probes). Fundamentally, instances of different target categories such as exons, transcripts, genes and genomic regions are represented by proper subsets of the probes included on the array. Consequently, testing for the enrichment of differentially expressed probes among on-target probes as opposed to the off-target probes will correspond to the degree of DE of the target in question.

As an example of how the framework can be applied to the study of differential gene expression we present a non-parametric workflow identifying differentially expressed targets between a test sample (TEST) and a reference sample (REFERENCE). Given a dataset of *m* TEST and *n* REFERENCE individuals, each represented by an array of *q* independent gene-expression measurements (*m*, *n* > 0; *q* ≫ 0; *m*, *n*, *q* ∈ **N**) an input matrix 

 is constructed where 
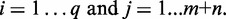
 The rows of ***X*** correspond to independent measurements (equivalent to oligonucleotide probes on the array) and the columns correspond to individuals. In the first step, a normalizing transformation is applied column-wise to ***X*** whereby the signal distribution in each individual is normalized by converting the *q* signals into relative ranks
(1)
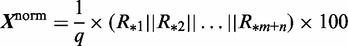

where 

 is the normalized input matrix, 

 is a vector of ranks corresponding to column *i* of the input matrix and 

 is the concatenation operator for column vectors. Relative ranking was chosen as the preferred method over other popular normalizing transformations such as quantile normalization and absolute ranking, because we find relative ranks to be intuitively easier to interpret and, hence, more meaningful to the end-user. Unlike quantile-normalized signals, the median relative rank is independent of the median signal intensity (it is always located ∼50) and, unlike absolute ranks, relative ranks are independent of the number of probes *q* (the normalized signal is always located between 0 and 100). For example, a relative rank of 25 indicates an expression level coinciding with the first quartile of the observed intensities.

In the second step, a statistical test is applied row-wise to 

 in order to classify probes as expressed higher or lower in TEST in relation to REFERENCE. Wilcoxon–Mann–Whitney rank sum test was chosen as the method, because it makes fewer assumptions about the signal distribution than *t*-test and it is less sensitive to outliers. Given the set of probes **Q** = {

, … ,

}, vectors of equivalent normalized measurements 

 and the sets **M** = {

, … 

}, **O** = {

, … 

} of column indices corresponding to TEST and REFERENCE individuals, respectively, we will define the set of up-regulated probes **H** and the set of down-regulated probes **L**. For *m, n >*3, the sets are defined as
(2)
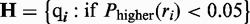

(3)
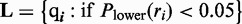

where 

 is a vector of ranks corresponding to row *i* of the normalized input matrix and 

 and 

 correspond to the h0 probability of obtaining a sum of ranks equal to and higher or lower, respectively, than the observed rank sum of TEST. In situations where 
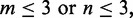
 the following heuristic was used:
(4)
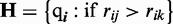

(5)
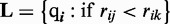

where 

 is a vector of ranks corresponding to row *i* of the normalized input matrix, 
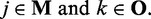
 Accordingly, when one of the sample sizes was ≤3, a probe was labeled as differentially expressed only if all TEST ranks were either lower or higher than REFERENCE ranks. The heuristic is useful in situations where a *P*-value below 0.05 is theoretically unobtainable 
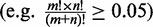
 and a probe is to be classified as higher or lower in TEST if the sum of ranks in TEST individuals equals the maximum or the minimum, respectively.

Finally, in step 3, our aim is to identify the targets expressed higher or lower in TEST in relation to REFERENCE. Here, the targets refer to genes, transcripts or genomic regions. Following the core principle of oligonucleotide microarray design, the *t* targets (0 ≪ *t* ≪ *q*; *t* ∈ **N**) were related to the *q* independent expression measurements by a 100% identity between the nucleotide sequences of the probe and the target. Given a set of targets **T** = {t_1_, t_2_, … , t*_t_*} with target t*_i_* relating to a predetermined subset of probes 

 based on sequence identity and given sets of distinct probe expression profiles 

 two complementary DE estimates can be obtained for each target. Since the situation can be conceptualized as a sampling without replacement problem, the hypergeometric probability distribution was used to obtain estimates under the null hypothesis of making |

| draws randomly:
(6)
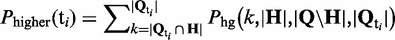

(7)
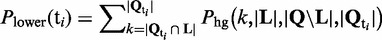

where *P*_hg_ is the hypergeometric distribution function. When targets are exons in the context of a gene, the formulas above are modified to yield the following:
(8)
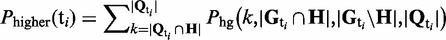

(9)
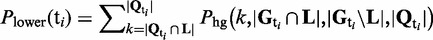

where 

 is the set of probes targeting the gene corresponding to target 

. Of note, there is no need to calculate 

 for 

 if 
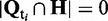
 and the same applies for 

 if 
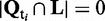
 as the result is by Definition (1). If **Q** is taken to represent the set of genes targeted by the array with **H** and **L** being the up- and down-regulated genes, respectively, and **T** is a collection of gene ontologies each represented by a gene set 

 then Equations (6) and (7) yield gene ontology (GO)-level DE estimates. This methodology is well known and it belongs among the Class 1 gene-category tests defined in (11) which have been criticized for the increased incidence of Type I errors due to correlations between gene-expression profiles (12,13). However, this problem can be ameliorated by using a more stringent FDR procedure, which is the solution opted below. Furthermore, in the context of functional annotation analysis, Type II errors have much more serious consequences (e.g. failure to detect a differentially expressed pathway) than labeling a fraction of negatives as positives.

After adjusting the *P*-values for multiple hypotheses testing by the FDR procedure (14), the resulting estimates <0.05 were considered statistically significant. For target categories where a substantial overlap of targets in terms of on-target probes is anticipated (transcripts, genomic regions and functional categories) a modified version of the FDR procedure under dependency (15) is used to control Type I error rate.

### Microarray and Taqman® datasets

Datasets based on MicroArray Quality Control (MAQC) project’s samples of Human Brain Reference RNA, HBR (Ambion) and Universal Human Reference RNA, UHR (Stratagene) were obtained for the following platforms: GeneChip® Human Genome U133 Plus 2.0 (Affymetrix), GeneChip® Human Gene 1.0 ST Array (Affymetrix), GeneChip® Human Exon 1.0 ST (Affymetrix), Taqman® (Applied Biosystems) (Table 1). Four technical replicates were used for the subsequent analysis in all platforms.

**Table 1.** Microarray and Taqman® datasets representing MAQC reference samples in this article

Platform	Accession	Reference
Human Genome U133 Plus 2.0	GEO:GSE9819	(16)
Human Gene 1.0 ST	GEO:GSE9819	(16)
Human Exon 1.0 ST	GEO:GSE13069	(17)
Taqman®	GEO:GSE5350	(18)

## Analysis of RNA-seq datasets

Two different RNA-seq datasets (Table 2) based on HBR and UHR samples were obtained from the NCBI’s Gene Expression Omnibus database (GSE12946, GSE24283). The reads were mapped with TopHat (19) (version 1.3.3) that uses Bowtie (20) (version 0.12.7) to obtain the alignments. Annotation information and the indices were built on the data downloaded from the Ensembl database (build GRCh37.p12). The mapped reads were used to estimate differential gene expression between HBR and UHR samples using three state-of-the-art methods: EdgeR (21) (R package, version 3.0.8), DESeq (22) (R package, version 1.10.1) and Cuffdiff2 (23) (stand-alone, version 2.0.2). EdgeR and DESeq estimates were based on gene-level read counts produced by HTSeq (http://www-huber.embl.de/users/anders/HTSeq/) version 0.5.3p9, using flags ‘–stranded=no –mode=union –type=exon’.

**Table 2.** Number of spots per sample for RNA-seq datasets representing MAQC reference samples in this article

Dataset	HBR	UHR
GEO:GSE12946	17246957	8069964
GEO:GSE24283	53238798	59461348

### Sequence retrieval and annotation

Probe sequences of Affymetrix gene-expression arrays were downloaded from the company’s website (www.affymetrix.com). Genome and transcriptome sequences corresponding to release 73 of Ensembl were downloaded from Ensembl’s public FTP site (ftp.ensembl.org), annotation tables for matching identifiers were downloaded from Ensembl’s BioMart using biomaRt package (http://www.bioconductor.org/packages/release/bioc/html/biomaRt.html).

Genomic karyotype information was obtained from Ensembl databases using bioperl-1.2.3 (http://www.bioperl.org) and Ensembl Perl API (http://www.ensembl.org/info/data/api.html).

### Probe sequence alignment

Probe sequences were aligned to the genome, transcriptome and exome using the Blat application (24). An un-gapped alignment of at least 23 nucleotides was required to produce a hit. Probe annotations are summarized in Supplementary Table S1.

### Processing of microarray data

To compare DEMI with state-of-the-art workflows for DE analysis four different probe set summarization methods were used: RMA (25), FARMS (26), DFW (27) and PLIER (http://media.affymetrix.com/support/technical/technotes/plier_technote.pdf). RMA, FARMS and DFW were applied using the implementation provided in the xps package (http://www.bioconductor.org/packages/devel/bioc/html/xps.html) and PLIER was applied using Affymetrix Power Tools (http://www.affymetrix.com/estore/partners_programs/programs/developer/tools/powertools.affx). All methods were applied with default parameters. Probe sets were mapped to the corresponding Ensembl gene ID’s based on annotation data downloaded from Ensembl’s BioMart.

### DE estimates from Taqman® assays in MAQC data

Gene-expression data from Taqman® assays pertaining to Human Brain Reference RNA and Universal Human Reference RNA samples was retrieved from Gene Expression Omnibus (GEO:GSE5350). In the dataset, normalized gene expression levels were obtained by the MAQC consortium using the formula 
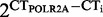
 where CT_i_ refers to the cycle threshold of the gene of interest and POLR2A gene is the reference. We estimated DE between the two RNA samples by comparing normalized expression values from replicate assays using Student’s *t*-test followed by Bonferroni correction using R software (www.r-project.org). Genes with adjusted *P*-value < 0.05 were labeled as differentially expressed. The list of differentially expressed genes based on Taqman assays was used as the reference during benchmarking.

### Performance evaluation of DE estimation in MAQC data

DE estimates from microarray data were obtained by Limma (28), RankProd (29,30) and DEMI while the estimates from Taqman® assays were used as the reference when evaluating performance. The number of true positives (TP), false positives (FP), true negatives (TN) and false negatives (FN) were calculated on the intersection of gene identifiers in the prediction and reference datasets. A prediction was labeled as TP if the corresponding adjusted *P*-values were significant in both datasets and there was an agreement in the direction of DE (i.e. higher/lower expression in the Human Brain Reference RNA when compared to Universal Human Reference RNA in both datasets). A prediction was labeled TN if the corresponding adjusted *P*-values were insignificant in both datasets. A prediction was labeled FP if the corresponding adjusted *P*-value was significant in the prediction dataset, but not in the reference dataset. Finally, a prediction was labeled FN if the corresponding adjusted *P*-value was insignificant in the prediction dataset, but significant in the reference dataset. The number of true positives, false positives, true negatives, false negatives and the MCC were calculated using the ROCR package in R (http://cran.r-project.org/web/packages/ROCR/).

### Analysis of array permutations

For comprehensive testing of performance on sample sizes 

 all *m* by *n* permutations of the *m* = 4 original arrays were created. Each permutation of the test sample was compared against all permutations of the reference. For each comparison, the performance indicators were obtained by calculating the mean value across the selected FDR cutoffs. The performance indicator for each analysis workflow was obtained by averaging across all comparisons. Significance analysis of MCC values obtained for various workflows under identical conditions was performed using paired *t*-test.

### Retrieval of GO information

The child categories of all GO terms were retrieved using Ensembl Perl API. Ensembl gene identifiers corresponding to each GO category were downloaded using biomaRt package providing programmatic access to the Ensembl’s Biomart database. Gene list corresponding to a GO category was compiled from gene identifiers associated with the category and its children.

### Analysis of long-range epigenetic silencing data

The dataset (GEO:GSE19726) contained two replicate gene-expression measurements by Human Gene 1.0 ST array (Affymetrix) of normal prostate epithelial cells (PrEC) and the prostate cancer cell line LNCaP. A list of putative candidate regions subject to long-range epigenetic silencing (LRES) in prostate cancer was obtained from Table 1 of the original study (31). DEMI was used to estimate DE in 0.5-Mbp genomic windows overlapping by 50%. The original comparison and the two null permutations of the arrays were analyzed. Due to overlap in the genomic windows, *P*-values were adjusted for multiple testing using the method by Benjamini and Yekutieli (15), a default setting in DEMI when genome is the target. Adjusted *P*-values < 0.05 were considered statistically significant. Minimally, a 0.25-Mbp overlap between a down-regulated genomic window and a candidate LRES locus was required to label the LRES locus as detected by DEMI.

### Enrichment analysis of differential epigenetic modification

The ChIP-chip data from (31) (MAT scores from two arrays per cell line and histone modification type) representing H3K9 acetylation and H3K27 tri-methylation in LNCaP and PrEC cells were downloaded from Gene Expression Omnibus (accession no. GSE19726). Before statistical testing, the MAT scores were quantile normalized in R (package preprocessCore) to ensure comparable signal distributions between the arrays. Differential chromatin modification was estimated in the same genomic regions as analysed for DE by DEMI. All probes mapping to the genomic region of interest were included in the analysis. Differential chromatin modification of a genomic region was estimated using probe-wise paired *t*-test between LNCaP and PrEC arrays followed by Bonferroni correction. Enrichment of regions exhibiting differential chromatin modification was estimated among differentially expressed genomic regions using the hypergeometric probability distribution.

### Primary cell culture model of hypoxia

Around 1 million primary mouse embryonic fibroblasts (Millipore) were seeded onto 100-mm culture dishes and were grown in DMEM (high glucose 4.5 g/l, supplemented with 10% FBS and L-glutamine, PAA) in normal conditions (atmospheric oxygen, 5% CO_2_ at 37°C) until 60–70% confluent. Hypoxia was initiated by lowering the oxygen concentration to 1% in a multi-gas incubator (Sanyo). The experiment was carried out in five biological replicates per experimental condition. After 24 h, RNA was extracted from the hypoxic and normoxic cells by Trizol® (Life) followed by large scale gene expression profiling with Mouse Exon 1.0 ST array (Affymetrix) according to manufacturer’s protocols. Briefly, 50 ng of total RNA from each sample was amplified using the Ovation Pico WTA system V2 (Nugene). Fragmentation and biotin labeling was done using the Encore-Ovation cDNA Biotin Module (Nugene). The labeled samples were hybridized to the Mouse Exon 1.0 ST array (Affymetrix). The arrays were washed and stained with phycoerytrin conjugated streptavidin (SAPE) using the Affymetrix Fluidics Station® 450, and the arrays were scanned in the Affymetrix GeneArray® 3000 scanner to generate fluorescent images, as described in the Affymetrix GeneChip® protocol. Cell-intensity (CEL) files were generated in the GeneChip® Command Console® Software (AGCC) (Affymetrix).

### Primary cell-culture model of hypothermia

Around 1 million primary mouse embryonic fibroblasts (Millipore) were seeded onto 100-mm culture dishes and were grown in DMEM (high glucose 4.5 g/l, supplemented with 10% FBS and L-glutamine, PAA) in normal conditions (atmospheric oxygen, 5% CO_2_ at 37°C) until 60–70% confluent. Hypothermia was initiated by lowering the temperature of the cell culture incubator to 32°C. The control arm of the experiment was incubated at 37°C. Three dishes per group were incubated for various durations (0, 0.5, 1, 2, 4, 8, 18 h) followed by extraction of RNA with Trizol (Life). Pooled RNA from the three replicates was subjected to large-scale gene-expression profiling on the Mouse Gene 1.0 ST array (Affymetrix) according to manufacturer’s protocols. RNA was amplified and labeled using the Ambion WT Expression Kit (Applied Biosystems) according to manufactures instructions. As input, 250 ng total RNA was used. The labeled samples were hybridized to the Mouse Gene 1.0 ST GeneChip® array (Affymetrix). The arrays were washed and stained with phycoerytrin conjugated streptavidin (SAPE) using the Affymetrix Fluidics Station® 450, and the arrays were scanned in the Affymetrix GeneArray® 3000 scanner to generate fluorescent images, as described in the Affymetrix GeneChip® protocol. CEL files were generated in the GeneChip® Command Console® Software (AGCC) (Affymetrix).

### Quantitative real-time PCR

Total RNA was extracted from cells using Trizol® Reagent (Invitrogen, USA) according to the manufacturer’s protocol. First-strand cDNA was synthesized with random hexamers (Invitrogen, USA) and SuperScript™ III Reverse Transcriptase (Invitrogen, USA). The following Taqman® (Applied Biosystems) assays with FAM-labeled probes were used in the study: Mm00483336_g1 (Cirbp), Mm01253561_m1 (Nqo1), Mm00515065_m1 (Gss), Mm00443675_m1 (Txnrd1), Mm01609819_g1 (Rbm3), Mm00802655_m1 (Gclc), Mm00769566_m1 (Srxn1), Mm01281449_m1 (Vegfa). Assay Mm01158416_g1 (Ywhaz) with VIC-labeled probe was used as reference. qPCR reactions were run on the ABI PRISM 7900HT Fast Real-Time PCR System equipment (PE Applied Biosystems, USA) and quantified with the ABI PRISM 7900 SDS 2.2.2 software. For each assay, an average of four technical replicates was used as the endpoint.

### Enrichment analysis of HIF-1- and HIF-2-binding sites in hypoxia-induced genes

Lists of high-stringency HIF-1- and HIF-2-binding sites were obtained from the Supplementary Material of Schödel *et al.* (32). Annotation table linking human gene identifiers (RefSeq) to corresponding mouse orthologs (Ensembl) was downloaded from Ensembl using R (package biomaRt). As some of the human gene identifiers did not map to a mouse orthologue we were able to identify 295 mouse orthologs of HIF-1 targets and 245 orthologs of HIF-2 targets. Enrichment of putative Hif-1 and Hif-2 target genes was estimated among significantly up-regulated genes using the hypergeometric probability distribution.

## RESULTS

### Computer simulations

To test the reasoning above, we performed 100 simulations of microarray experiments with two groups (*N* = 4) involving 45 000 genes and around 1.3 million probes. Up- and down-regulation of randomly picked 1000 genes was simulated by adding a fold-change of 2 or −2 to the log_2_-transformed intensities of 80% of target-specific probes 
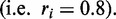
 Noise was added by applying the same fold-change to a randomly chosen 10% of the remaining probes 
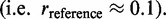
 False discovery rates and Matthews correlation coefficient (MCC) were studied after adjusting two limiting values, *u* (the maximum number of probes matching to a target) and *t* (the maximum number of distinct targets matching to a single probe). In the baseline setting, both *u* and *t* were not in effect. Setting *t* to 1 caused a considerable reduction in the number of false positives, which was expected as differentially expressed probes mapping to multiple targets affect multiple 

 − s (Figure 1C). Setting *u* to 30 had a less pronounced albeit still beneficial effect on the false positive rate (FPR). On average, only two false positives were found when both of the parameters were in effect. Taken together, the simulations suggest that on artificial data DEMI produces highly accurate results when *t* = 1 and *u* = 30.

### MAQC data

To benchmark DEMI in relation to established methods of high-throughput gene-expression analysis, the most comprehensively characterized dataset, the MAQC reference samples (18), was studied. The dataset included three microarray platforms (Table 1) and high-throughput RNA-sequencing data (RNA-seq) from independent sources (Table 2). Microarray data was analyzed by DEMI and eight conventional DE analysis workflows. Performance was evaluated at different sample sizes (*N* = {4 … 2}) using numerous well-established metrics including area under receiver-operator curve (AUC), MCC, true positive rate (TPR), FPR, true negative rate (TNR) and false negative rate (FNR). Cutoff-dependent metrics (MCC, TPR, FPR, TNR, FNR) were summarized as the average of two FDR cutoffs (0.05, 0.01). For comparison, two RNA-seq datasets representing the MAQC samples were analyzed by three state-of-the-art methods (Cuffdiff 2.0, DESeq, edgeR).

To offer a better overview of the benchmarking endpoints, appropriate performance indicators were juxtaposed on radial plots, which we refer to as ‘balanced performance plots’ (Figure 2). Perfect performance is represented on these plots by a colored plane occupying most of the upper semicircle while the lower semicircle remains blank. The benchmarking results are also available in numerical form (Supplementary Material, file 2). Overall, DEMI exhibited most stable performance across the tested microarrays and sample sizes (Figure 2A). RankProd appeared to lack power at the given FDR cutoffs as indicated by a relatively lower TPR, higher FNR and a larger difference between AUC and MCC. Limma was the most sensitive method at *N* = {4, 3} in terms of the TPR, but it exhibited a relatively higher FPR and, consequently, similar MCC to DEMI. Performance plots of PLIER appeared less consistent between the arrays than was the case for the other normalization methods. Significance analysis of MCC values obtained for various workflows indicated small, but mostly significant differences under otherwise identical conditions (Supplementary Material, file 3). We conclude that the performance of DEMI is comparable to the best-performing workflows, but it is more stable across arrays and sample sizes. Benchmarking of the RNA-seq data analysis pipelines revealed somewhat lower MCC in relation to the best-performing microarray analysis methods (Figure 2B). While DESeq and edgeR displayed higher TPR than array analysis methods, it came at the expence of a notably higher FPR resulting in MCC values ∼0.3. Cuffdiff 2.0 was the most conservative of the three with substantially lower TPR, a very low FPR and an MCC slightly inferior to the other RNA-seq analysis methods.

**Figure 2.**
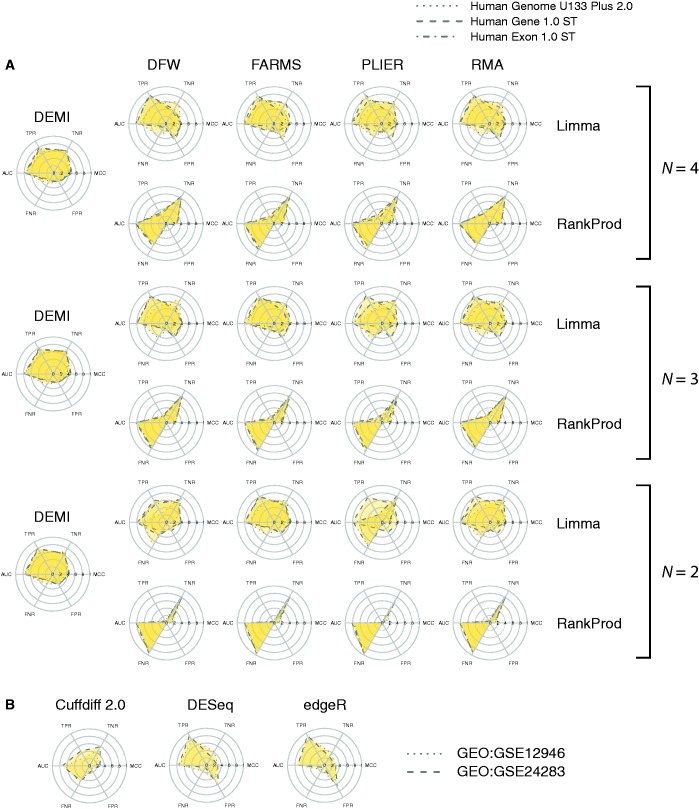
Performance analysis of DE analysis pipelines on the MAQC data. Performance of each pipeline is presented as a radial plot, which includes results from three microarrays (**A**) or two distinct RNA-seq datasets (**B**) based on six complementary performance indicators. Abbreviations: AUC, MCC, TPR, FPR, TNR and FNR.

### Cell culture model of hypoxia

In order to benchmark DEMI in experimental settings, we sought to set up and validate a novel *in vitro* model of hypoxia using a primary cell culture of mouse embryonic fibroblasts. The fact that the transcriptional mechanisms of hypoxia response have been extensively studied enabled us to validate the cell model and the analysis methodologies in relation to established knowledge in the field (33,34). The cells were subjected either to 24 h of 1% O_2_ or atmospheric oxygen followed by large-scale gene-expression profiling using the Mouse Exon 1.0 ST array (Affymetrix). Differential gene-expression estimates from eight workflows were submitted to functional category analysis in g:Profiler (35) while the built-in analysis was used in DEMI (Supplementary Material, files 4–5). We looked for the up-regulation of the GO categories ‘cellular response to hypoxia’ (GO:0071456) and ‘glycolysis’ (GO:0006096) as indicators of the hypoxia response (36). Nearly all workflows displayed perfect pathway detection rate when 

 whereas only DEMI had perfect detection rate at 

 indicating that both pathways were detected as significantly upregulated in all 2-element subsets of the original samples with *N* = 4 (Figure 3). To provide an additional measure of accuracy the enrichment of mouse orthologs of HIF-1 targets among hypoxia-induced genes was studied (Table 3). Most methods produced a highly significant enrichment of putative Hif-1 target genes among up-regulated genes when *N* ≥ 3. DEMI was least affected by the reduction in sample size as indicated by a robust enrichment of putative Hif1-target genes when *N* = 2. Essentially similar results were obtained for putative Hif-2 targets (Supplementary Table S2).

**Figure 3.**
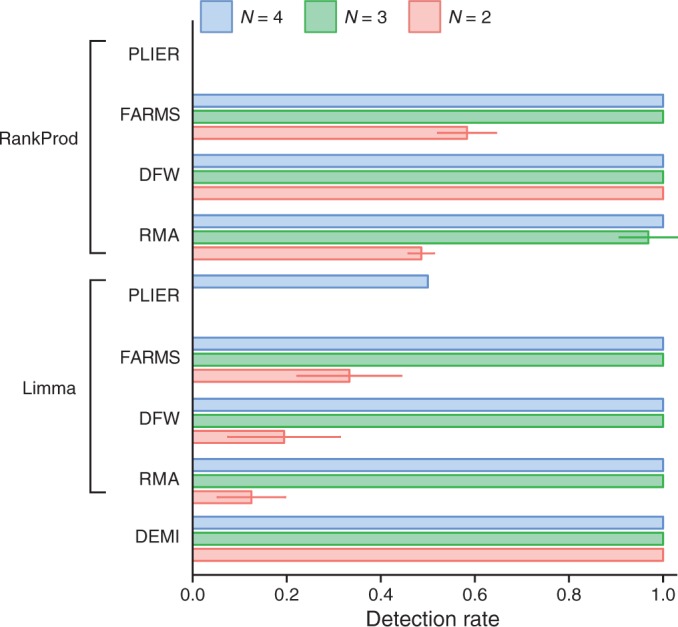
Performance analysis of DE-analysis pipelines on data from mouse embryonic fibroblasts exposed to 1% O_2_ for 24 h. The plot depicts the combined detection rate of GO categories ‘cellular response to hypoxia’ (GO:0071456) and ‘glycolysis’ (GO:0006096) as indicators of hypoxia response. The data is plotted as mean ± standard error of all possible comparisons between subsets of size *N* of the hypoxic and normoxic groups (original *N* = 4).

**Table 3.** Enrichment of mouse orthologs of HIF-1 targets among significantly up-regulated genes in mouse embryonic fibroblasts exposed to 1% O_2_ for 24 h

Normalization	DE	*N* = 4		*N* = 3		*N* = 2	
		Mean	SEM	Mean	SEM	Mean	SEM
Relative ranking	DEMI	3.0*E*-25	NA	4.3*E*-22	2.4*E*-22	6.0*E*-19	5.4*E*-19
DFW	Limma	1.4*E*-28	NA	3.5*E*-23	2.2*E*-23	0.617	0.081
DFW	RankProd	1.4*E*-30	NA	2.2*E*-23	1.5*E*-23	8.2*E*-08	4.8*E*-08
FARMS	Limma	9.5*E*-22	NA	2.5*E*-21	1.9*E*-21	0.457	0.082
FARMS	RankProd	6.8*E*-20	NA	3.1*E*-10	2.1*E*-10	0.037	0.011
PLIER	Limma	9.4*E*-10	NA	0.9	0.1	1	0
PLIER	RankProd	3.5*E*-01	NA	1	0	1	0
RMA	Limma	6.0*E*-19	NA	1.7*E*-14	1.5*E*-14	0.481	0.083
RMA	RankProd	1.4*E*-18	NA	4.3*E*-13	2.1*E*-13	0.001	4.6*E*-04

Differential gene expression was estimated by nine pipelines including various normalization and DE-analysis methods. The data is presented as mean and standard error of hypergeometric *P*-values from all possible comparisons between subsets of size *N* of the hypoxic and normoxic groups (original *N* = 4). *N*, sample size; SEM, standard error of mean; NA, not available.

### LRES

To demonstrate that DEMI can evaluate the expression of unconventional target categories, such as genomic regions, it was applied to gene-expression data related to LRES. LRES refers to the suppression of gene expression from large chromosomal regions and it might be related to cancer progression (37). The original study used several independent lines of evidence to identify putative epigenetically silenced genomic regions in prostate cancer (31). Here, we used DEMI to identify down-regulated genomic regions in prostate cancer cell line LNCaP in relation to normal prostate epithelial cells from two replicate gene-expression array measurements per cell line as provided by the original study. DEMI identified 2242 of the 22 630 genomic regions (each region spanning 0.5 Mbp) as down regulated (Supplementary Material, file 6). In array permutations corresponding to the null hypothesis the fraction was an order of magnitude smaller (222 and 201). In total, 38 out of the 47 putative LRES loci identified in the original study were found to be significantly down-regulated (81%). Furthermore, the enrichment of putative LRES loci among down-regulated regions was highly significant (*p* = 3.04*e*-13, Fisher's Exact Test). The enrichment was not apparent in array permutations corresponding to the null hypothesis (*p*_P1_ = 0.961; *p*_P2_ = 1, Fisher’s Exact Test). To confirm that differentially expressed genomic regions are associated with altered chromatin modification between LNCaP and PrEC cells we compared the levels of H3K27 tri-methylation and H3K9 acetylation based on ChIP-chip data from the original study. Similarly to the original study it was confirmed that the down-regulation of H3K9ac is associated with silenced genomic regions (*p* = 5.400*E*-22, hypergeometric probability distribution) while the up-regulation of H3K9ac is prevalent among up-regulated regions (*p* = 7.990*E*-05, hypergeometric probability distribution) in LNCaP cells when compared to PrEC (Table 4). No significant association between H3K27me3 and DE was found. Taken together, present results indicate that DEMI accurately identifies genomic regions that are candidates for long-range epigenetic modification of gene expression.

**Table 4.** Enrichment of regions exhibiting differential epigenetic modification among differentially expressed genomic regions between LNCaP and PrEC cell lines

	Higher modification level in LNCaP	Lower modification level in LNCaP	Modification
Higher expression level in LNCaP	0.998	0.266	H3K27me3
	7.990*E*-05	1	H3K9ac
Lower expression level in LNCaP	0.102	1	H3K27me3
	1	5.400*E*-22	H3K9ac

Significant *P*-values (hypergeometric probability distribution) indicate that down-regulation of H3K9ac is associated with silenced genomic regions while up-regulation of H3K9ac is prevalent among up-regulated regions in LNCaP cells when compared to PrEC. No significant association was found between DE and H3K27me3.

### Cell culture model of hypothermia

Finally, we devised a strategy to demonstrate that DEMI can handle novel experimental designs unrelated to group-wise comparisons. Therapeutic hypothermia is a clinically effective treatment for various hypoxic and ischemic conditions (38–40), but the associated molecular mechanisms remain unclear. 

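Primary mouse embryonic fibroblasts, connective tissue cells grown from mouse embryos, were held at 32°C or 37°C, and their RNA was hybridized to 13 Affymetrix mouse gene arrays, which measure each gene with probes spread over its transcript. The array at 0 h, kept at 37°C, starts both time series. A further 6 arrays at 32°C and 6 at 37°C follow, at 0.5, 1, 2, 4, 8 and 18 h. RNA of 3 dishes was pooled for each array, so every temperature and time was measured on 1 array and there are no replicate arrays. The errors given for these data are therefore the spread around a line over time or between pairs of arrays of the same time, and the number of arrays limits the precision. The authors deposited 1 intensity on a linear scale for each of 28853 transcript clusters. How the probes were summarized into these values is not given in the sources used here, and values of single probes were not used here. The median intensity lay between 145 and 149.8 on every array, a spread of 0.046 on the log2 scale, and the values were taken as deposited and log2 transformed. Of the transcript clusters, 21789 carried 1 gene symbol, and 19938 genes were tested, each through its transcript cluster with the highest mean. Time trends are slopes of the log2 value on the order of the 7 time points, fitted with limma and stated as log2 change per time point. The courses at 32°C and 37°C were compared from their common start: with time point as a block, the log2 difference was fitted as a line through 0 at 0 h. Its coefficient, the divergence per time point, weights late times more and also takes in a level difference that stays constant after 0 h, so it is not the difference of both fitted slopes. A fit with a separate term for 32°C gives the difference of slopes apart from such a level difference. All p-values were adjusted over all genes by the method of Benjamini and Hochberg unless stated. Lists of genes were tested with camera at a preset correlation of 0.01 between genes, and again with an estimated correlation. Differences of pairs are 32°C minus 37°C.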

To gain insight into hypothermia-induced transcriptional response, mouse embryonic fibroblasts were exposed to mild hypothermia (32°C) or normothermia (37°C) for increasing time periods. We aimed to identify genes with temporally near-monotonic response as the most obvious candidates for mediating the therapeutic effects of hypothermia. Monotonicity is characteristic of many physiological responses (including the activation of transcription) as demonstrated by the wide applicability of the Michaelis–Menten kinetics and the Hill equation, which describe nonlinear and saturable mechanisms (41). We reasoned that a near-monotonic temporal relation between gene expression and hypothermia is a more selective indicator of a causal relation than the comparison of treatment to control at any single point in time. Importantly, the experimental design required only 13 arrays to study hypothermic and normothermic response at seven time points. 

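From the common start at 0 h, 234 genes diverged upward at 32°C from their course at 37°C and 331 downward, out of 19938 genes (limma, adjusted p under 0.05). This test also takes in differences that stayed level after 0 h. With a separate term for 32°C, 4 genes passed, Cirbp, Pi15 and Purb higher and Dynap lower, of which 2 are among the 565. With that term 561 of the 565 kept their sign, 351 of them at an unadjusted p under 0.05. For Cirbp the SE was 0.038 with the term and 0.024 without it. The fall to 4 genes thus does not show that the other genes differed by level alone. Cirbp, an RNA-binding protein induced by cold, had the largest positive divergence, followed by Ramp3, an accessory protein of the calcitonin receptor-like receptor, and Snord118, the U8 small nucleolar RNA that acts in ribosomal RNA processing. Over 4, 8 and 18 h, Ramp3 was 2.18-fold of its level at 37°C (mean log2 difference 1.12, SD 0.34, n = 3 pairs of arrays). Snord118, whose 2 transcript clusters hold identical values, was 1.86-fold (0.90, SD 0.092, n = 3 pairs). Senp8, a protease that acts on the ubiquitin-like protein NEDD8, was 0.423-fold (-1.24, SD 0.038, n = 3 pairs). The lowest adjusted p of all genes was that of Arrdc4, an arrestin-like relative of Txnip, whose divergence was 0.16 per time point (SE 0.010, adjusted p = 2.13e-04 from limma). The nuclear receptors Nr4a1 and Nr4a2, which are immediate early genes, were higher than at 37°C by 0.15 and 0.13 per time point. Ppp1r15a, a phosphatase subunit that restores translation after stress, was higher by 0.13, the cytokine receptor subunit Il20ra by 0.16 and the clock repressor Ciart by 0.15 (another transcript cluster of Ciart gave 0.092). The adjusted p of these 5 genes lay between 0.0179 and 0.0420. Banp, a protein of the nuclear matrix, Thap2, Tasor, a subunit of the HUSH silencing complex, and Kctd21 were lower than at 37°C, with mean log2 differences over 4, 8 and 18 h of -1.39, -1.07, -1.04 and -0.94. H3c15, a histone gene, and Zmat1, Gxylt2, Trmt1l and Proser3 had divergences of -0.17 to -0.15 per time point (adjusted p = 0.0148 to 0.0222).

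Averaged over the 6 pairs of arrays from 0.5 to 18 h, 3 genes were higher at 32°C and 11 lower. Snord118 and Cbr3, a carbonyl reductase, were higher in 6 of 6 pairs, by 0.77 and 0.40 on the log2 scale. Rsrp1, D130007C19Rik, Zbtb26, Phf11c and Gm10589 were lower in 6 of 6 pairs, with mean log2 differences of -0.58 to -0.50 (adjusted p = 0.0486 to 0.0499 from limma). In the late pairs at 4, 8 and 18 h, 160 genes were higher at 32°C and 428 lower. Single time points carried much of these counts. The 565 diverging genes became 318 without 0.5 h, 366 without 2 h, 58 without 4 h, 40 without 8 h and 134 without 18 h. The balance of directions turned without 18 h (81 higher and 53 lower) and with relative ranks (107 and 60). Cirbp, Ramp3, Snord118, Arrdc4 and Senp8 passed the threshold without any 1 time point, while of the 20 leading genes 5 lost it without 0.5 h, 6 without 2 h, 11 without 4 h, 14 without 8 h and 8 without 18 h (adjusted p up to 0.207), and the divergence of H3c15 was -0.11 without 18 h. The 588 late calls became 201 without 1 h, 362 without 4 h, 0 without 8 h and 67 without 18 h, and the 14 calls over all pairs became 7 without 0.5 h (5 higher and 2 lower), 4 without 1 h, 0 without 2 h or 4 h and 1 without 8 h or 18 h. With quantile normalization the calls over all pairs became 0, with relative ranks both these and the late calls became 0, and over all transcript clusters they became 0 and 179. The late arrays alone gave 4 late calls.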

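Members of several gene groups were higher or lower at 32°C than at 37°C, while with an estimated correlation 0 of 34 lists passed. Of 16 measured genes of the circadian clock, 5 diverged upward and 0 downward, or 10 and 1 adjusted over the list alone (camera adjusted p = 5.16e-06, and adjusted p = 0.189 with an estimated correlation). Besides Ciart, the clock repressors Cry2, Per2 and Nr1d1 were higher by 0.073, 0.060 and 0.070 per time point. Of 31 subunits of the proteasome, which degrades tagged proteins, all had a positive divergence, and 1, Psmb6 (0.060), passed the test, or 9 adjusted over the list alone (camera adjusted p = 1.23e-08, and adjusted p = 0.552 with an estimated correlation). Of 24 genes on the immediate early list, which answer serum and growth factors and do not include Nr4a2, 2 were higher, Nr4a1 and Ier3 (0.086), or 5 adjusted over the list alone (camera adjusted p = 0.00345, and adjusted p = 0.672 with an estimated correlation). Of 27 genes of endoplasmic reticulum chaperones and the unfolded protein response, 4 were lower and 1 higher, or 10 and 4 adjusted over the list alone (camera adjusted p = 0.00437, and adjusted p = 0.672 with an estimated correlation). The chaperones and cofactors Sdf2l1, Creld2 and Hyou1 had divergences of -0.10, -0.083 and -0.065, while Chac1, an enzyme that breaks down glutathione, was higher by 0.11. Of 32 genes of the hypoxia response and glycolysis, the aldolase Aldoc was higher by 0.071 and 0 were lower, or 1 and 1 adjusted over the list alone. This list had a median divergence of 0.013 (camera adjusted p = 0.0487, and adjusted p = 0.672 with an estimated correlation) but a median difference of slopes of -0.018 with a separate term for 32°C (adjusted p = 0.247).

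In 7 further lists past the camera threshold no member passed over all genes. Oxidative phosphorylation (33 genes, 2 higher adjusted over the list alone) and cytosolic ribosomal proteins (27 genes, 0) had median divergences of 0.017 and 0.010 per time point (camera adjusted p = 7.31e-04 and 0.0215). Extracellular matrix (31 genes), mitosis (29), DNA replication (32), cholesterol and fatty acid synthesis (27) and smooth muscle (16), each with 0 members adjusted over the list alone, had medians of -0.016, -0.031, -0.024, -0.014 and -0.011 (camera adjusted p = 1.70e-04, 0.00150, 0.0341, 0.0341 and 0.0457). With an estimated correlation the adjusted p of these 7 lists lay between 0.589 and 0.677. With a separate term for 32°C the clock, the proteasome, endoplasmic reticulum chaperones, extracellular matrix, mitosis, DNA replication and cholesterol synthesis kept their direction at a camera adjusted p under 0.05 (up to 0.0449), though not with an estimated correlation (adjusted p = 0.715). Immediate early genes, oxidative phosphorylation, ribosomal proteins and smooth muscle did not pass with that term (adjusted p = 0.301, 0.712, 0.769 and 0.325), and the medians of oxidative phosphorylation and ribosomal proteins were 1.61e-04 and 0.0016.

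Without 18 h the medians of DNA replication, mitosis and cholesterol synthesis turned to 0.028, 0.023 and 0.0029, so that DNA replication and mitosis passed in the opposite direction (camera adjusted p = 9.65e-06 and 2.51e-05) and cholesterol synthesis did not pass (0.497), and the endoplasmic reticulum list lost its call (adjusted p = 0.0588). Among genes above the median signal DNA replication, cholesterol synthesis, the endoplasmic reticulum list and smooth muscle did not pass (adjusted p = 0.185, 0.174, 0.0817 and 0.174), nor did DNA replication and smooth muscle after quantile normalization (0.108 and 0.0656). The hypoxia list lost its call without any of 0.5, 1, 2, 4 or 8 h (adjusted p up to 0.268), smooth muscle without 1, 2, 4 or 8 h (up to 0.122) and ribosomal proteins without 2 or 8 h (up to 0.0700). Each single gene named for these groups lost its own call without 4 h, with adjusted p up to 0.225 (Hyou1) over all times left out, and with a separate term for 32°C, and the divergence of Per2 was 0.039 without 18 h. Medians that moved by over 1.5 times were those of immediate early genes (0.013 without 1 h), endoplasmic reticulum chaperones (-0.030 without 2 h), mitosis (-0.059 without 8 h), cholesterol synthesis (-0.021 without 4 h), smooth muscle (-0.0075 without 4 h) and the hypoxia list (0.021 without 18 h).

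**Figure D1:**
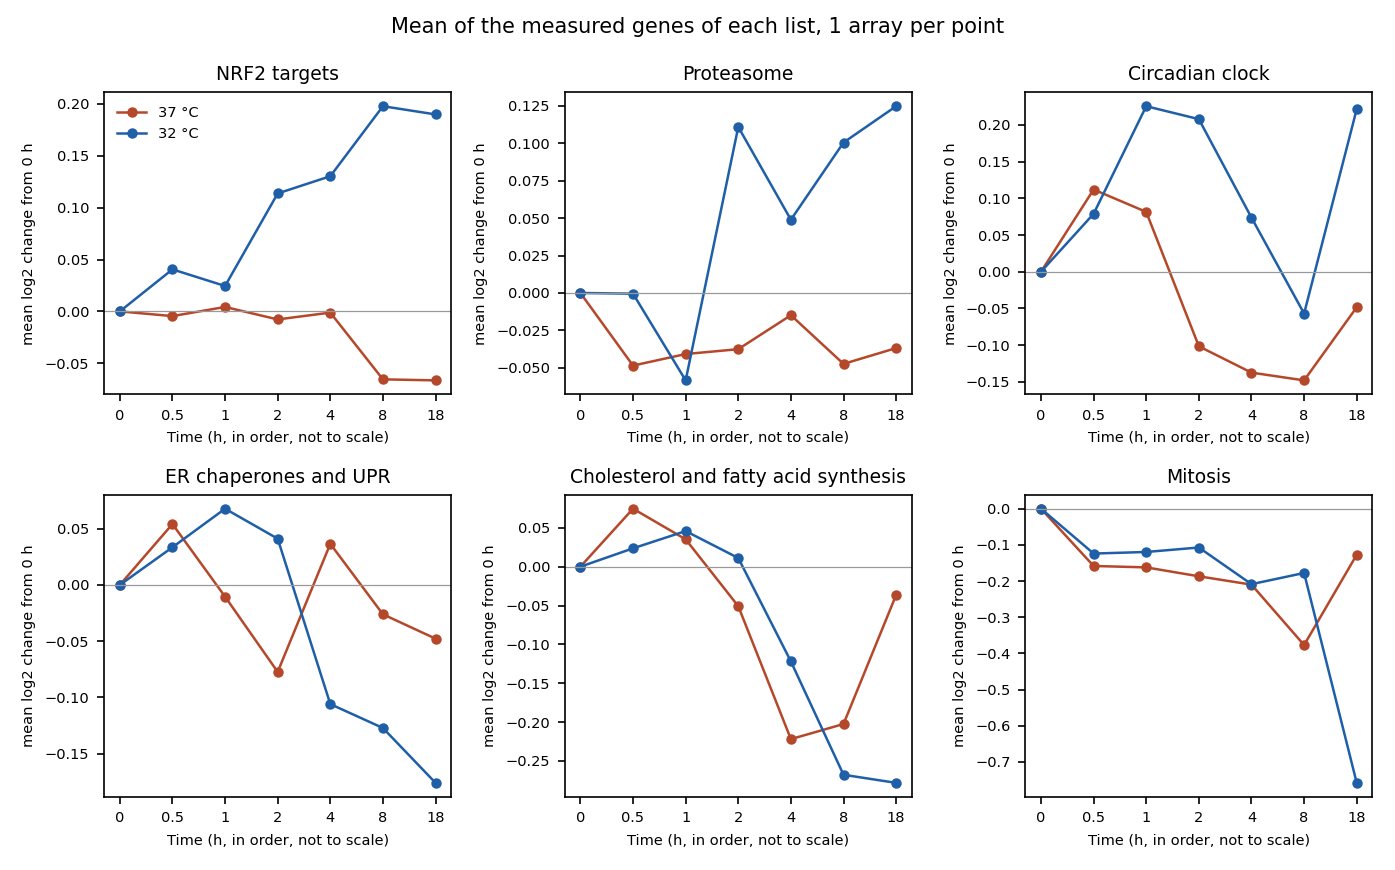
Mean log2 change from 0 h (vertical axis) of the measured genes of 6 lists against time in h (horizontal axis, time points evenly spaced), at 32°C (blue) and 37°C (red), with 1 array per point. At 18 h the clock list stood at 0.22 at 32°C and -0.048 at 37°C, the proteasome at 0.12 and -0.037, and mitosis at -0.76 and -0.13.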

The departure of probe-level responses from monotonicity was evaluated using Kendall’s tau statistic, a measure of rank correlation. 

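At the level of whole genes, more genes rose or fell steadily at 32°C than at 37°C. Cirbp and Porcn, an enzyme that attaches a lipid to Wnt proteins, rose at each of the 6 steps at 32°C (tau of 1). The histone gene H3c15, Abitram and Ak4, a mitochondrial adenylate kinase, fell at each step (tau of -1). For Ak4 this holds for its brighter transcript cluster, which was the one tested. In all, 19 genes rose and 20 fell at every step at 32°C. At 37°C 7 genes rose at every step and 0 fell, and Col10a1, a collagen of growing cartilage, elastin (Eln) and the neuronal pentraxin Nptx1 were among the rising genes. The counts of genes that rose or fell at every step were not compared with chance. Counting genes at a 1-sided exact Kendall p under 0.05, 1775 rose at 32°C, or 8.90% of 19938 genes (exact 95% binomial interval 8.51 to 9.31), and 1688 fell, or 8.47% (8.08 to 8.86). At 37°C 1006 genes rose, or 5.05% (4.75 to 5.36), and 662 fell, or 3.32% (3.08 to 3.58). Chance gives 3.45% in each direction, and the intervals cover counting error only, since genes are not independent. The smallest 2-sided exact p that 7 time points allow is 3.97e-04, and after adjustment over all genes 0 genes passed in either series.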

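Ramp3, Arrdc4 and Nipal4, a magnesium transporter, rose at 32°C to 2.44-fold, 2.16-fold and 1.98-fold of their level at 0 h by 18 h. Ak4 fell to 0.427-fold, with a slope of -0.22 per time point (SE 0.016, adjusted p = 0.00119 from limma), though another, dimmer transcript cluster of Ak4 had a slope of -0.010. H3c15 fell to 0.338-fold, Cyren, which regulates the joining of DNA ends, to 0.477-fold, and Pml, the organizer of PML nuclear bodies, to 0.560-fold. In all, 9 genes rose and 10 fell with time at 32°C (limma, adjusted p under 0.05), and 1423 and 1864 did so at an unadjusted p under 0.05, against 996.9 in both directions by chance. The slopes of Ramp3, Arrdc4 and Nipal4 were 0.26, 0.21 and 0.19 per time point (adjusted p = 0.0375, 0.0375 and 0.0290 from limma). Cirbp and Txnip rose too, as did Rnu7, the U7 RNA of histone mRNA processing (0.17), 4930528A17Rik (0.13), Tmem128 (0.12) and Porcn (0.12, 1.66-fold). Rnu7 had a low signal, with a mean log2 value of 4.56 against a median of 7.21 over all transcript clusters. No detection calls were used. Sdf2l1, a cofactor of endoplasmic reticulum chaperones, fell to 0.571-fold, the homeobox gene Pknox2 to 0.551-fold, the ubiquitin ligase Uhrf2 to 0.578-fold, Abitram to 0.612-fold and Pcyox1l to 0.650-fold, and Slc5a3, a transporter of myo-inositol, fell as well. At 37°C 0 genes passed in limma, and 721 rose and 435 fell at an unadjusted p under 0.05. The lowest unadjusted p there belonged to Col10a1 (slope 0.12), Myom1 (0.11), Nptx1 (0.074), Gldn (0.17) and Eln (0.075) among positive slopes. Among negative slopes it belonged to Prelid2 (-0.13), Aldh1a7 (-0.12), Ndrg2 (-0.079), Slc35g2 (-0.077) and Ppbp (-0.090), with adjusted p of these 10 genes between 0.146 and 0.302. The 19 calls at 32°C became 5 without 0 h, 4 without 0.5 h, 2 without 1 h, 2 without 4 h, 4 without 8 h and 3 without 18 h, and Cirbp and Ak4 alone passed without any 1 time point (adjusted p of Ak4 up to 0.0233).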

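Genes of cell division had negative slopes at 32°C. Of 32 genes of DNA replication, 22 fell adjusted over the list alone, and of 29 genes of mitosis, 21 did, while 0 in either list passed over all genes. Their median slopes were -0.080 and -0.091 per time point (camera adjusted p = 1.08e-16 and 1.98e-16, and adjusted p = 0.365 and 0.370 with an estimated correlation). Of 27 genes of cholesterol and fatty acid synthesis, 13 fell adjusted over the list alone and 0 over all genes (median -0.055, camera adjusted p = 8.52e-13, and adjusted p = 0.365 with an estimated correlation). The hypoxia response and glycolysis (median -0.041, Ak4 of 32 genes, 7 adjusted over the list alone) and endoplasmic reticulum chaperones (-0.035, Sdf2l1 of 27 genes, 6 adjusted over the list alone) had camera adjusted p = 2.79e-08 and 5.02e-05. The call of Ak4 is that of its brighter transcript cluster, and the dimmer cluster had a slope of -0.010. Nuclear factor kappa B targets and chemokines (-0.064, 0 of 15 genes, 4 adjusted over the list alone), cytosolic heat shock proteins (-0.017, 0 of 22, 1 adjusted over the list alone) and immediate early genes (-0.045, 0 of 24 either way) had camera adjusted p = 5.10e-04, 0.00518 and 0.00577. The proteasome had a positive median of 0.027 (0 of 31 either way, camera adjusted p = 1.06e-04). With an estimated correlation the adjusted p of these 6 lists lay between 0.365 and 0.683. Heat shock proteins lost their call without 18 h (adjusted p = 0.194) and immediate early genes without 0.5 or 18 h (up to 0.678), and both lists and chemokines did not pass among genes above the median signal (0.126, 0.147 and 0.0569). Without 18 h the medians of DNA replication, mitosis and endoplasmic reticulum chaperones were -0.044, -0.036 and -0.023, and without 0 h those of the hypoxia list, chemokines and immediate early genes were -0.066, -0.13 and -0.15.

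At 37°C the hypoxia response and glycolysis had a median slope of -0.037, and 17 of 32 genes fell adjusted over the list alone (camera adjusted p = 8.42e-20, and adjusted p = 0.159 with an estimated correlation). Mitosis (-0.031), cholesterol synthesis (-0.028), immediate early genes (-0.065), chemokines (-0.061, 2 genes adjusted over the list alone), the clock (-0.022) and DNA replication (-0.016) also had negative medians, with camera adjusted p from 1.84e-13 to 2.62e-04 and adjusted p from 0.331 to 0.795 with an estimated correlation. Smooth muscle and contractile genes had positive slopes in 16 of 16 members (median 0.020, camera adjusted p = 1.17e-05, and adjusted p = 0.331 with an estimated correlation). Cartilage and bone markers, among which Col10a1 passed adjusted over the list alone, and lysosomal genes had medians of 0.014 and 0.0094 (camera adjusted p = 0.0238 and 0.0376, and adjusted p = 0.500 and 0.795 with an estimated correlation). No member of any list passed over all genes at 37°C. DNA replication lost its call without 0 or 8 h (adjusted p up to 0.656), cartilage and bone markers without 0, 1 or 4 h (up to 0.106) and lysosomal genes without 1 or 18 h (up to 0.942). Without 18 h the medians at 37°C of mitosis, cholesterol synthesis, DNA replication, the clock and cartilage markers were -0.056, -0.057, -0.048, -0.036 and 0.034. The median of mitosis at 37°C was -0.012 without 0 h and -0.0095 without 8 h, that of immediate early genes -0.16 without 0 h and -0.027 without 0.5 h, and that of chemokines -0.038 without 1 h.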

We identified 1750 and 274 genes with significantly monotonic-like temporal response to hypothermia and normothermia, respectively (Supplementary Material, files 7 and 8). 

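Cirbp encodes an RNA-binding protein that cells make more of in the cold. Its intensity rose at 32°C from 356.6 at 0 h to 419.9 at 0.5 h, 691.4 at 2 h, 1176 at 8 h and 1296 at 18 h, which is 3.63-fold of the start. Its slope of 0.34 per time point (SE 0.020, adjusted p = 3.11e-04 from limma) was the largest positive slope among the genes that passed, and its adjusted p was the lowest of all genes. Leaving out single time points gave adjusted p up to 0.00719. A slope on hours in place of the order of the time points gave an adjusted p of 0.0588, and Kendall's tau, exact and adjusted over all genes, gave 0.203.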

The previously established hypothermia-responsive gene Cold inducible RNA-binding protein, *Cirbp* (42,43) was found among the top-five of up-regulated genes with 24 probes out of 25 exhibiting a statistically significant monotonic-like response (Figure 4A). In contrast, none of the *Cirbp*-specific probes displayed a significant response when incubated at 37°C (Figure 4B) validating both the experimental design and our analysis strategy. 

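At 37°C the intensity of Cirbp lay between 340.3 and 446.6, and was 1.11-fold of its start at 18 h. Its slope was -0.017 per time point (SE 0.026, adjusted p = 0.955 from limma; tau of -0.20, exact 2-sided p = 0.661) and 0.0013 without 8 h. From the common start the courses diverged by 0.29 per time point (SE 0.024, adjusted p = 9.82e-04 from limma). Cirbp was higher at 32°C in 5 of 6 pairs of arrays, all but the pair at 0.5 h. Over 4, 8 and 18 h it was 2.99-fold of the level at 37°C (mean log2 difference 1.58, SD 0.29, n = 3 pairs; adjusted p = 0.00599 from limma), and without 8 h the late difference had an adjusted p of 0.0671. In the fit with a separate term for 32°C, with or without the array at 0 h, the difference of slopes was 0.41 (adjusted p = 0.0365). Over all 6 pairs the mean log2 difference was 0.91, with an adjusted p of 0.152.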

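Nqo1, a quinone reductase, stood at 3.02-fold of its start after 18 h at 32°C and at 0.977-fold at 37°C. Srxn1, the sulfiredoxin that repairs overoxidized peroxiredoxins, diverged upward from 37°C by 0.11 per time point (SE 0.013, adjusted p = 0.00561 from limma), and Nqo1 by 0.19 (SE 0.028, adjusted p = 0.0148). The thioredoxin reductases Txnrd3 and Txnrd1 were higher than at 37°C by 0.082 (adjusted p = 0.0153) and 0.081 (adjusted p = 0.0184). Gclc, the catalytic subunit of the first enzyme of glutathione synthesis, was higher by 0.061 (adjusted p = 0.0365), while Gss, the enzyme of the second step, had a divergence of 0.039 (SE 0.013, adjusted p = 0.137). The paper chose these 6 genes on these samples, so counts over the list are not independent evidence of its direction: 5 of 6 were higher than at 37°C, and 6 of 6 adjusted over the list alone (camera adjusted p = 1.84e-08, and adjusted p = 0.189 with an estimated correlation).

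Within the series at 32°C alone, the 6 slopes were all positive and 0 passed over all genes, while 6 of 6 passed adjusted over the list alone. Nqo1 had a slope of 0.27 (SE 0.041, adjusted p = 0.0530 from limma; exact Kendall p = 0.0107), Srxn1 0.11 (adjusted p = 0.0564), Gss 0.082 (adjusted p = 0.0684; exact Kendall p = 0.00278) and Txnrd3 0.092 (adjusted p = 0.0693; exact Kendall p = 0.0302). Gclc and Txnrd1 had slopes of 0.086 and 0.075 (adjusted p = 0.136 and 0.215). The median slope was 0.089 (camera adjusted p = 3.38e-07, and adjusted p = 0.365 with an estimated correlation). At 37°C the slope of Gss was 0.041 (adjusted p = 0.830) and that of Nqo1 0.021 (adjusted p = 0.916), and the list's median was 0.0076 (0 of 6 either way, camera adjusted p = 0.804). Against 37°C, the call of Srxn1 held without any 1 time point (adjusted p up to 0.0404), while Nqo1 lost it without 8 or 18 h (up to 0.0725), Txnrd3 and Txnrd1 without 4, 8 or 18 h (up to 0.0875 and 0.107) and Gclc without 0.5, 4, 8 or 18 h (up to 0.191). With a separate term for 32°C, with or without the array at 0 h, all 5 calls ended, with positive differences of slopes for all 5 and adjusted p from 0.128 (Nqo1) to 0.247 (Txnrd3), and the list's median was 0.10 (camera adjusted p = 4.93e-06, and adjusted p = 0.571 with an estimated correlation).

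**Figure D2:**
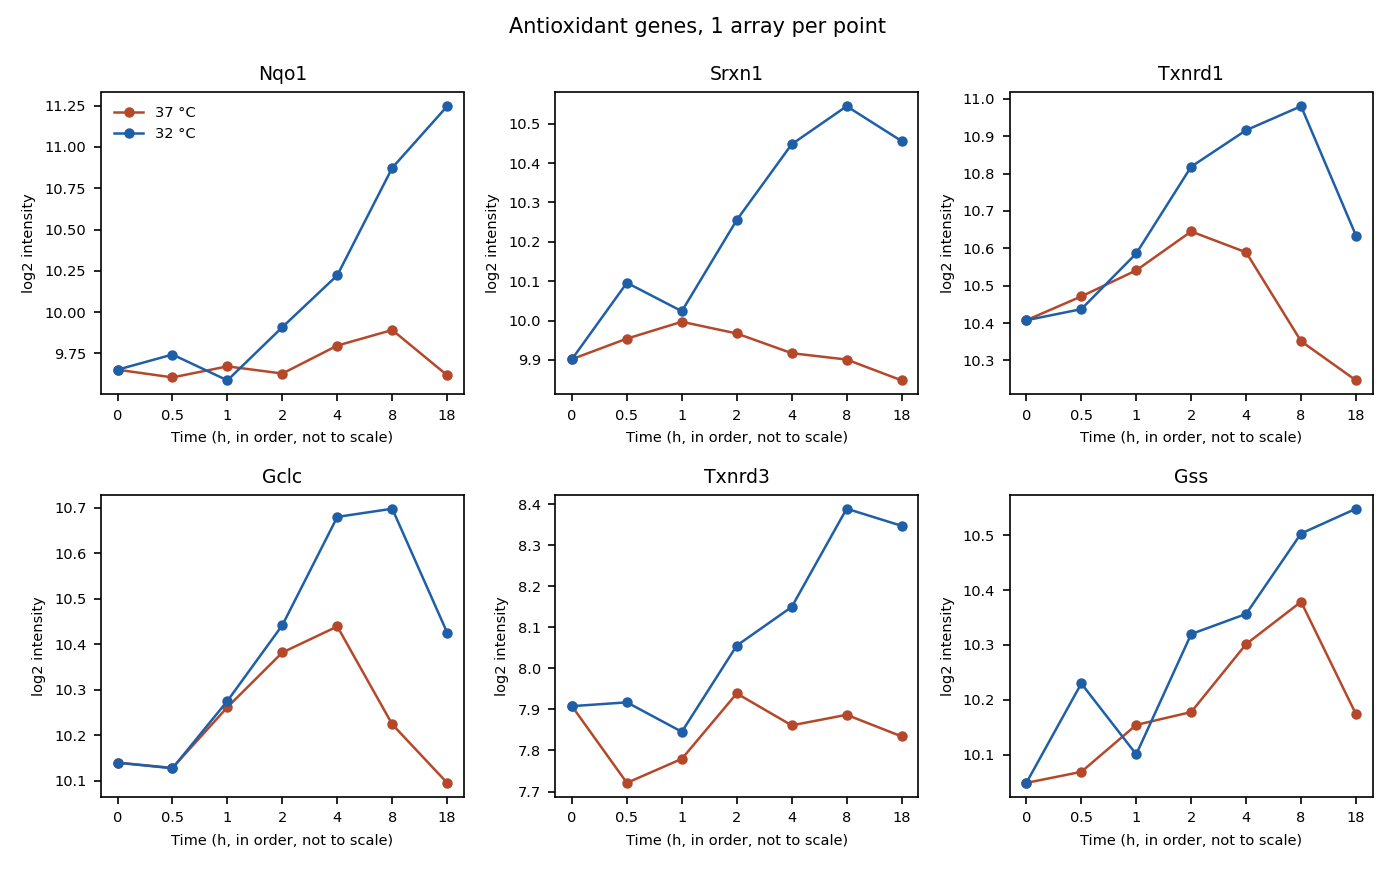
Log2 intensity (vertical axis) of Nqo1, Srxn1, Gss, Txnrd1, Gclc and Txnrd3 against time in h (horizontal axis, time points evenly spaced) at 32°C (blue) and 37°C (red), with 1 array per point and a common array at 0 h. Nqo1 ended at 11.25 at 32°C and at 9.62 at 37°C.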

As a novel insight, we identified time-dependent increase in the expression of multiple genes related to the two major antioxidant pathways, the glutathione and thioredoxin systems (Table 5). Results from the microarray study were confirmed by qPCR (Figure 5). 

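On the arrays 4 of the 6 antioxidant genes had their highest value at 32°C at 8 h and 2 at 18 h, and with 1 array per time these maxima carry no error. Srxn1, Txnrd1, Gclc and Txnrd3 stood at 1.56-fold, 1.49-fold, 1.47-fold and 1.40-fold of the level at 0 h at 8 h, and at 1.47-fold, 1.17-fold, 1.22-fold and 1.36-fold at 18 h. Nqo1 stood at 2.33-fold at 8 h and at its highest value at 18 h, and Gss at 1.37-fold and 1.41-fold. Averaged over 4, 8 and 18 h, the log2 difference from 37°C was 1.01 for Nqo1 (SD 0.60, n = 3 pairs), 0.59 for Srxn1 (SD 0.058, n = 3 pairs), 0.45 for Txnrd1, 0.43 for Txnrd3 and 0.35 for Gclc, with adjusted p = 0.00713 to 0.0313 from limma. For Gss it was 0.18 (adjusted p = 0.249). Rbm3, another cold-inducible RNA-binding protein, had log2 intensities of 13.15 at 0 h and, at 18 h, 13.32 at 32°C and 13.10 at 37°C, with a slope of 0.024 at 32°C (adjusted p = 0.440 from limma). Its 2 other transcript clusters had slopes of 0.025 and 0.030. Ywhaz, the reference of the PCR, had log2 intensities between 12.68 and 12.78 on all arrays, and its divergence from 37°C was -0.0031 per time point (adjusted p = 0.912). Its dimmer transcript cluster had a divergence of -0.0066. The slope at 32°C was -0.011 in that cluster and 0.0016 in the one used. The late calls of these antioxidant genes were lost without 8 h, when 0 genes passed.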

To our knowledge, this is the first study to report coordinated up-regulation of antioxidant gene expression by hypothermia.

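Of 28 measured genes activated by NRF2, the transcription factor of the oxidative stress response, 10 were higher at 32°C than at 37°C and 0 lower, or 18 and 0 adjusted over the list alone (camera adjusted p = 1.97e-08, and adjusted p = 0.189 with an estimated correlation). Besides Nqo1 and Srxn1 they included Cbr3 (0.099 per time point from the common start) and the microsomal glutathione transferase Mgst1 (0.081). Of 34 genes of the glutathione system, 4 were higher and 0 lower, namely Mgst1, the transferase Gsta4 (0.072), Gclc and glutathione reductase, Gsr (0.058), or 13 and 0 adjusted over the list alone (camera adjusted p = 9.16e-05, and adjusted p = 0.237 with an estimated correlation). Of 20 genes of the thioredoxin system, 4 were higher and 0 lower, namely Srxn1, Txnrd1, Txnrd3 and Txnip, which encodes an inhibitor of thioredoxin, or 5 and 0 adjusted over the list alone (median 0.0063, camera adjusted p = 0.0238, and adjusted p = 0.595 with an estimated correlation). Srxn1 was counted here in the thioredoxin list, while Table 5 places it in the glutathione system. These lists hold 4, 2 and 3 of the genes of Table 5, which the paper chose on these samples, so their counts are not independent evidence. Without them 6 of 24 NRF2 targets, 3 of 32 glutathione genes and 1 of 17 thioredoxin genes were higher and 0 lower (camera adjusted p = 4.50e-05, 6.25e-04 and 0.428, and adjusted p = 0.253, 0.496 and 0.679 with an estimated correlation). With a separate term for 32°C the NRF2 targets passed (median 0.047, camera adjusted p = 6.73e-05, and adjusted p = 0.571 with an estimated correlation), and the glutathione and thioredoxin lists did not (adjusted p = 0.382 and 0.712). Of 7 superoxide dismutases, catalase and metallothioneins, 0 passed either way (camera adjusted p = 0.201). At 8 h the mean of the NRF2 targets was 0.20 above its level at 0 h on the log2 scale at 32°C and -0.066 from it at 37°C. Within the series at 32°C the NRF2 targets had a median slope of 0.027 (0 of 28 genes, 5 adjusted over the list alone, camera adjusted p = 0.00300, and adjusted p = 0.365 with an estimated correlation), 0.017 without 18 h and, without the genes of Table 5, 0.015 (adjusted p = 0.112), and at 37°C of -0.013 (0 of 28 either way, camera adjusted p = 0.00178, adjusted p = 0.186 with an estimated correlation, and 0.0561 without 18 h). The glutathione and thioredoxin lists had adjusted p = 0.335 at 32°C, and 0.0702 (0.0247 without the genes of Table 5, with a median of -0.0091) and 0.918 at 37°C. The thioredoxin list lost its call against 37°C without 2 or 8 h (adjusted p up to 0.0520), and its median was 0.0030 without 2 h and 0.017 without 18 h. Cbr3 lost its call without 8 h (adjusted p = 0.0620), Mgst1 and Gsta4 without 8 or 18 h (up to 0.126) and Gsr without 4, 8 or 18 h (up to 0.111), and all 4 with a separate term for 32°C (0.154 to 0.557). The paper reports a rise with time of genes of both antioxidant systems at 32°C, follows it by PCR, and states that cold exposure raises antioxidant genes in a coordinated way.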

**Figure 4.**
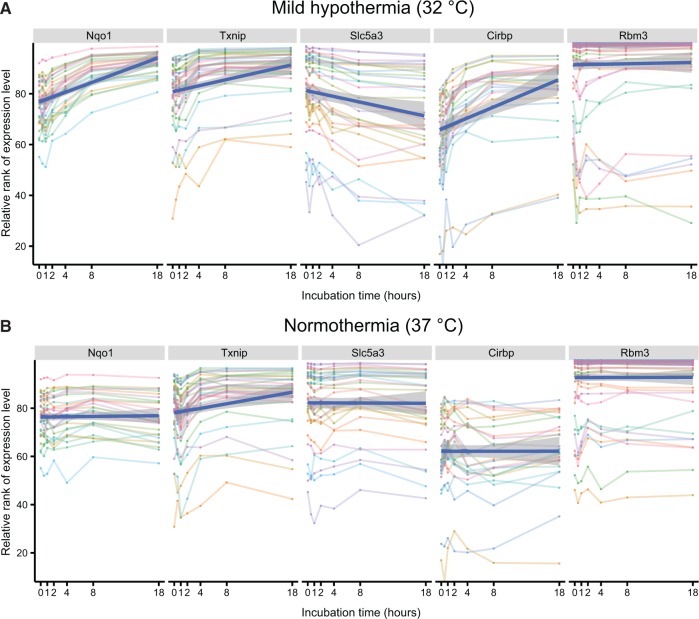
Large-scale analysis of temporal dynamics of transcription in mouse embryonic fibroblasts exposed to mild hypothermia. (**A** and **B**) Temporal profiles of probe expression levels of selected genes during mild hypothermia (**A**) and normothermia (**B**). The solid blue line indicates a linear fit to the data points and the gray shadowing represents standard error of the fit.

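Txnip, which binds thioredoxin and blocks it, rose at 32°C to 2.00-fold of its start at 18 h, and Slc5a3, which takes up the osmolyte myo-inositol, fell to 0.454-fold. At 37°C Txnip stood at 1.44-fold and Slc5a3 at 0.864-fold. The slope of Txnip at 32°C was 0.20 per time point (SE 0.027, adjusted p = 0.0375 from limma), and that of Slc5a3 -0.18 (SE 0.024, adjusted p = 0.0375). At 37°C the slopes were 0.15 (adjusted p = 0.802) and 0.0041 (adjusted p = 0.993). From the common start Txnip was higher than at 37°C by 0.092 per time point (adjusted p = 0.0233 from limma) and Slc5a3 had a divergence of -0.15 (adjusted p = 0.0148). With a separate term for 32°C the difference of slopes was 0.021 for Txnip (adjusted p = 0.812), whose log2 difference from 37°C was 0.21 at 0.5 h and 0.48 at 18 h, and -0.21 for Slc5a3 (adjusted p = 0.135). Txnip was higher at 32°C in 6 of 6 pairs of arrays (mean log2 difference 0.38, adjusted p = 0.0499), and Slc5a3 was lower in 5 of 6 pairs. Rbm3 lay near the top of the scale on all arrays, between 99.1 and 99.5 on a scale of ranks from 0 to 100 within each array. Both calls at 32°C were lost without any of 0, 0.5, 1, 4, 8 or 18 h (adjusted p up to 0.171 for Txnip). Against 37°C that of Txnip was lost without 4, 8 or 18 h (up to 0.0976) and that of Slc5a3 without 8 or 18 h (up to 0.0675).

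**Figure D3:**
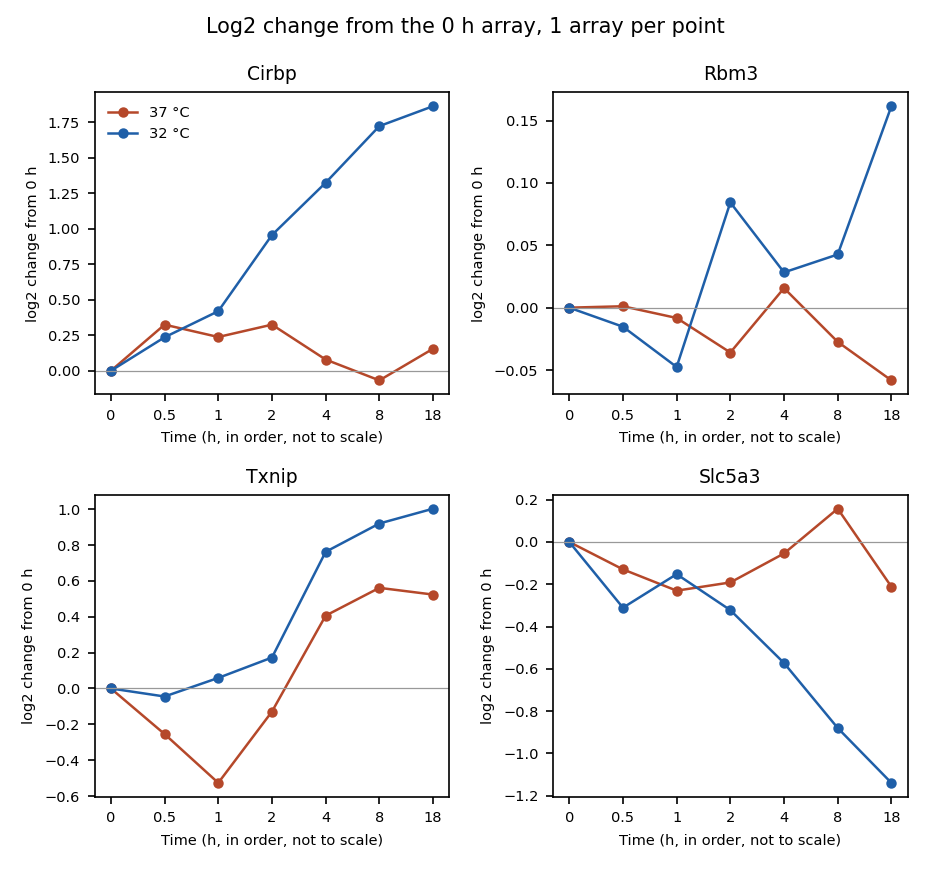
Log2 change from 0 h (vertical axis) of Cirbp, Rbm3, Txnip and Slc5a3 against time in h (horizontal axis, time points evenly spaced) at 32°C (blue) and 37°C (red), with 1 array per point. The line of Txnip is above 0 from 1 h on at 32°C, and that of Slc5a3 below 0 at every later time at 32°C.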

**Figure 5.**
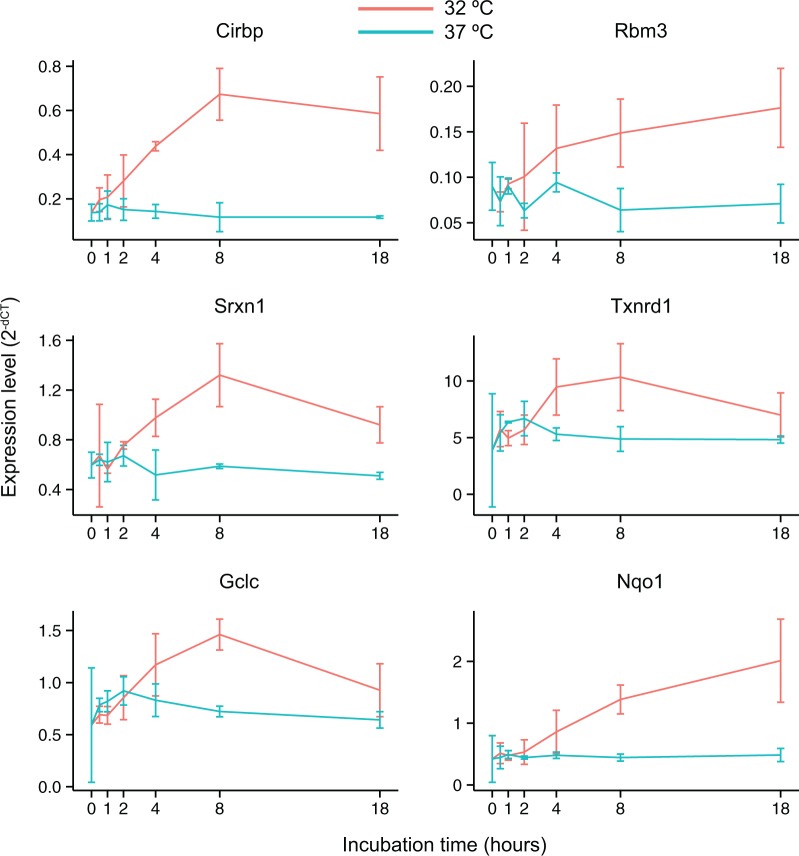
Temporal expression profiles of selected genes during mild hypothermia (32°C) and normothermia (37°C) as reported by quantitative real-time PCR. Expression level of *Ywhaz* was used as reference. The mean of three replicates and standard error has been plotted.

**Table 5.** Genes responding to increasing durations of hypothermia with significantly monotonic increase in expression and relating to the antioxidant system

Gene ID	Symbol	*P*-value	FDR	System
ENSMUSG00000003849	Nqo1	9.04*E*-35	4.72*E*-30	Quinone detoxification
ENSMUSG00000032802	Srxn1	1.23*E*-19	2.14*E*-16	Glutathione
ENSMUSG00000027610	Gss	1.08*E*-13	4.74*E*-11	Glutathione
ENSMUSG00000020250	Txnrd1	4.29*E*-11	9.83*E*-09	Thioredoxin
ENSMUSG00000032350	Gclc	4.29*E*-11	9.83*E*-09	Glutathione
ENSMUSG00000000811	Txnrd3	9.85*E*-09	1.19*E*-06	Thioredoxin

## DISCUSSION

DEMI makes a notable departure from the conventional methods of DE analysis (5,6,44) in a couple of respects. First, a variety of statistical tests can be used to evaluate DE on probe level. Such flexibility can be used to adapt the method to a variety of experimental designs. Here we have demonstrated the use of Wilcoxon–Mann–Whitney test and Kendall’s tau to calculate probe-level statistics for two-group comparisons and time-series, respectively. Similarly, it should be possible to adapt DEMI to factorial designs (using probe-level ANOVA) and to identifying relationships between covariates (ANCOVA), for example. Second, DEMI summarizes probe-level responses after testing for DE, whereas conventionally, probe signals are summarized before testing. Our results suggest that having more data points at disposal enables more robust evaluation of DE by compensating for the loss of statistical power when *N* is very small. Finally, it seems likely that DEMI can be adapted to the analysis of RNA sequencing and proteomic data as well. Fundamentally, both RNA-seq and proteomic analysis of tryptic peptides estimate the abundance of the target by concurrent quantification of its numerous fragments. As there are a number of practical issues, which need to be addressed, a thorough discussion is currently out of scope.

In the present article, several unrelated datasets were used to evaluate the performance of DEMI. The datasets were chosen carefully to include different application domains (e.g. gene versus genomic region-expression analysis), experimental designs (comparison of two groups versus time-series experiment), and to enable comprehensive bechmarking (MAQC data, evaluation of hypoxia response). First, twelve DE estimation workflows were benchmarked on the MAQC reference samples including data from three microarray platforms and two RNAseq studies. While it can be argued that the average gene expression study might not be faithfully represented by the MAQC reference samples (differences between the Human Brain RNA and Universal Human RNA samples appear to be uncommonly large and there is a lack of biological variation between replicates) the fact that the samples have been thoroughly characterized by various gene-expression assays makes it an attractive dataset for benchmarking. In the present article, an indicator of major differences between the MAQC reference samples was the considerably higher rate of differentially expressed probes in the MAQC data when compared to the tissue culture model of hypoxia (38% in MAQC samples versus 11% in hypoxia). Our argument is substantiated by the consensus that hypoxia exerts wide-spread effects on gene expression (36,45).

In order to evaluate DE workflows in a more natural context, we devised and conducted an experiment comparing the transcriptomes of hypoxic and normoxic mouse embryonic fibroblasts. Our choice was motivated by the facts that the molecular mechanisms of hypoxia response have been extensively characterized and relevant pathways are included in the GO database. Accordingly, we were able to evaluate the accuracy of pathway-level DE predictions based on the detection rate of pathways linked to the experimental response by definition. We believe that this approach has high validity and it should be preferred over computer simulations, which are unlikely to capture the probe- and target-level correlations arising from biological and technical causes in natural datasets (12,46,47).

Next, the dataset of Coolen *et al.* (31) was used to demonstrate the efficacy of DEMI in detecting DE on the genomic level, a level of analysis rarely approached by traditional DE workflows. As epigenetic modification of chromatin can have widespread effects on DNA expression, we expect this type of analysis to be of great relevance. Finally, we devised and validated a novel method for detecting temporally near-monotonic expression patterns to demonstrate that DEMI is extendable beyond two-group comparisons. In consequence, we identified hypothermia-dependent up-regulation of genes encoding for major constituents of the antioxidant response as a possibly novel route for the therapeutic effects of hypothermia.

As endorsed by the MAQC consortium (48), we used MCC (49) as the indicator for benchmarking performance on the MAQC reference samples, because it is informative when the distribution of the two classes in a dataset is skewed. Based on the Taqman® assays, the numbers of positive and negative findings was 569 and 298, respectively, substantiating the choice of MCC as a primary performance indicator. For an even more comprehensive view, a number of related performance indicators, such as AUC, TPR, FPR, TNR and FNR, were included in a single radial plot we termed as a balanced performance plot. Although related, MCC and AUC represent different approaches to performance as the former is cutoff-dependent while the latter is not. As statistical reasoning is usually based on a predetermined significance level (e.g. *P* < 0.05), there are potentially many cases where AUC might not yield meaningful results. For example, given vector 

 (*i* = 1 … *n*) of *n P*-values the AUC is calculated by integrating the ROC curve over the range of 

 whereas in the context of statistical testing cutoff 

 is used for rejecting the null hypothesis. As AUC is cutoff-independent, an estimator with 

 can still yield excellent AUC values even though TPR and FPR at 

 are 0 in which case MCC is 0. Using MCC and AUC simultaneously has the benefit of identifying cases where the predictions are accurate (based on AUC), but the method lacks statistical power at the given cutoff (indicated by MCC) as was the case with RankProd in the current study.

In parallel with the increasing popularity of high-throughput sequencing platforms, there have been numerous claims that studying gene expression by RNA-seq technology is superior to microarray analysis (23,50–53). Of the aforementioned publications, two studies (23,50) compared the performance of RNA-seq and microarrays in terms of DE-detection accuracy. For a number of reasons, the studies do not provide substantial evidence for the increased accuracy of RNA-seq-based estimates. For example, the dataset used by Marioni *et al.* (50) lacked extensive quantitative PCR (qPCR) data (expression levels of only 11 genes were available) making it clearly inferior to the MAQC dataset used here. Second, an outdated array platform (HG-U133 Plus 2.0, Affymetrix) was used with approximately five-times lower coverage of targets in terms of total probe hits than the Human Exon 1.0 ST array. Most importantly, neither AUC nor MCC was used as a performance indicator in the study. The more recent study by Trapnell *et al.* (23) used the MAQC data, but the performance of RNA-seq based estimates was not evaluated in relation to the available microarray data. In addition, the performance was evaluated against fold-change estimates from the qPCR whereby genes with a log_2_-fold change of >2.0 were declared DE. Such practice has been deemed unsatisfactory by the microarray community due to fold-change not being an inferential statistic as it does not produce known and controllable long-range error rates (44).

On the other hand, we are aware of at least two studies suggesting that high-sequencing depth is critical for differential analysis of transcripts present at low abundance (2,23). Accordingly, a comparison of RNA-seq with a high-density microarray platform indicated higher sensitivity of the latter in detecting DE for low abundance genes (2). Similarly, several studies have reported a high variation (i.e. unreliable detection) in the expression level of targets with low read counts (1,50,54). Furthermore, DE-detection sensitivity is lower for shorter exons when compared to the microarray (55). These biases are consistent with a uniform sampling hypothesis whereby less abundant and shorter nucleic acid molecules yield fewer fragments and, consequently, less reads to base the estimates on. To illustrate, Łabaj *et al.* (54) have estimated that 75% of the RNA-seq’s measurement power is spent on only 7% of the known transcriptome. In addition, it was estimated that ∼30% of the transcriptome might exhibit read counts too low for accurate prediction of DE. Our extensive analysis including three microarray platforms, >10 analysis pipelines and various sample sizes indicate that the accuracy of DE estimates obtained from the RNA-seq data available on the MAQC reference samples is slightly lower than for the tested microarray platforms.

In conclusion, we have presented a statistical framework and implementing software for DE analysis of microarray data suggesting that it surpasses conventional workflows in terms of robustness and application range. In addition, many studies are expected to benefit from the cost-saving measure of accurate DE analysis from a small number of replicates (e.g. pilot studies), especially if the pooling of samples is feasible. The accompanying software, available at http://biit.cs.ut.ee/demi/, contains largely automated workflows that will facilitate the analysis of large-scale gene-expression data.

## ACCESSION NUMBERS

Microarray gene expression data generated in this study is available from Gene Expression Omnibus under accession numbers GSE54228 and GSE54229.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

Estonian Science Foundation (9099 to H.L.); Ministry of Science and Education [SF0180125s08 to E.V.]; Estonian Research Council [IUT20-41 to E.V.]; Estonian Research Council [PUT120 to C.A.H.]; Lundbeck Foundation (to C.A.H.); Novo Nordisk Foundation (to C.A.H.); Foundation for Providing Medical Research and the Hartmann Foundation (to C.A.H.); European Social Fund’s Doctoral Studies Internationalization Programme DoRa carried out by Archimedes; Internationalization Programme DoRa carried out by Archimedes Foundation (to S.I. and R.K.). Funding for open access charge: Estonian Research Agency.

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Estimating differential expression from multiple indicators
**Source:** Nucleic Acids Res. 2014 Feb 27;42(8):e72. doi: 10.1093/nar/gku158
**Supplement:** Supplementary Data

Estimating differential expression from multiple indicators — Estimating differential expression from multiple indicators — Supplementary Data 

# Estimating differential expression from multiple indicators

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - zip file

# Supplementary material for: Estimating differential expression from multiple indicators
**Source:** Nucleic Acids Res. 2014 Feb 27;42(8):e72. doi: 10.1093/nar/gku158
**Supplement:** Supplementary Data

**SUPPLEMENTARY MATERIAL FOR:**

**Estimating differential expression from multiple indicators**

Sten Ilmjärv^1,3^, Christian Ansgar Hundahl^1,4,5^, Riin Reimets^1,4^, Margus Niitsoo^2^, Raivo Kolde^2,3^, Jaak Vilo^2,3^, Eero Vasar^1,4^, Hendrik Luuk^1,4,*^

**Description of supplementary data files**

Supplementary file 2; Format: Excel (.xlsx); Performance evaluation of differential expression estimation pipelines on the MAQC reference samples. The data was used to produce Figure 2A.

Supplementary file 3; Format: Excel (.xlsx); Significance analysis of MCC values obtained by benchmarking differential expression estimation pipelines on the MAQC dataset.

Supplementary file 4; Format: Excel (.xlsx); Effect of hypoxia on gene expression as estimated by DEMI in mouse embryonic fibroblasts exposed to severe hypoxia (N=4).

Supplementary file 5; Format: Excel (.xlsx); Gene ontology annotation enrichment among genes upregulated in mouse embryonic fibroblasts after 24h of severe hypoxia (N=4) as estimated by DEMI.

Supplementary file 6; Format: Excel (.xlsx); Differential expression of genomic regions between prostate cancer cell line LNCaP and normal prostate epithelial cells (N=2) as estimated by DEMI. The data set originates from (1).

Supplementary file 7; Format: Excel (.xlsx); Differential expression analysis identifying monotonic-like temporal gene expression profiles in mildly hypothermic mouse embryonic fibroblasts.

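The table of the hypothermic series lists 619 rows of increasing and 1131 rows of decreasing genes, counts that are the paper's, and was made from the same arrays, so a comparison with it compares methods and is not independent evidence. Of the increasing genes, 504 were tested through their symbol, and 504 of 504 had a positive slope at 32°C, against 56.6% of all genes. Cirbp, Ramp3, Txnip and the other genes that rose by limma numbered 9, and 7 of them are in the table, where chance gives 0.228 (Fisher's exact test, 1-sided, p = 2.18e-10). Of 989 decreasing genes tested, 985 had a negative slope, and 9 of the 10 genes that fell by limma are in the table, where chance gives 0.496 (Fisher's exact test, 1-sided, p = 1.68e-11). At an unadjusted p under 0.05 in limma, 428 of the increasing and 920 of the decreasing genes had a slope of that sign. By a 1-sided exact Kendall p under 0.05, 394 of the increasing genes rose (78.2%) and 797 of the decreasing genes fell (80.6%). From the common start 114 of the increasing genes diverged upward from 37°C and 1 downward, and 129 of the decreasing genes downward and 0 upward.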

Supplementary file 8; Format: Excel (.xlsx); Differential expression analysis identifying monotonic-like temporal gene expression profiles in normothermic mouse embryonic fibroblasts.

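The table of the normothermic series lists 120 increasing and 154 decreasing genes, again the paper's counts. Of these, 115 and 113 were tested, and 115 had a positive and 113 a negative slope at 37°C. Their median slopes were 0.044 and -0.047 per time point. By a 1-sided exact Kendall p under 0.05, 95 of the increasing genes rose (82.6%) and 87 of the decreasing genes fell (77.0%). In limma 0 genes passed over all genes at 37°C, and 91 of the increasing and 87 of the decreasing genes had a slope of that sign at an unadjusted p under 0.05. Of the increasing genes, 8 diverged downward at 32°C from 37°C and 1 upward. Of the decreasing genes, 11 diverged upward and 1 downward. The paper chose these genes on the same arrays at 37°C, which enter the divergence with the opposite sign. These directions are therefore not independent evidence.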

A. Human Genome U133 Plus 2.0 array

|  | Exome | Transcriptome | Genome |
| --- | --- | --- | --- |
| TOTAL HITS | 1251027 | 1752066 | 1767429 |
| + STRAND HITS | 1098827 | 1551269 | 888834 |
| – STRAND HITS | 152200 | 200797 | 878595 |
| PROBES WITH HITS | 431055 | 448726 | 566302 |
| TARGETS WITH HITS | 163865 | 119909 | 23075 |

B. Human Gene 1.0 ST array

|  | Exome | Transcriptome | Genome |
| --- | --- | --- | --- |
| TOTAL HITS | 2732327 | 4114938 | 2925186 |
| + STRAND HITS | 76615 | 85595 | 1440883 |
| – STRAND HITS | 2655712 | 4029343 | 1484303 |
| PROBES WITH HITS | 725178 | 726647 | 783272 |
| TARGETS WITH HITS | 552218 | 178872 | 22894 |

C. Human Exon 1.0 ST array

|  | Exome | Transcriptome | Genome |
| --- | --- | --- | --- |
| TOTAL HITS | 6716529 | 10037710 | 21647909 |
| + STRAND HITS | 1098908 | 1326363 | 10811522 |
| – STRAND HITS | 5617621 | 8711347 | 10836387 |
| PROBES WITH HITS | 2163399 | 2171252 | 5378784 |
| TARGETS WITH HITS | 683699 | 208036 | 23098 |

Table S1. Probe annotation summary based on the number of alignment hits to the Ensembl 73 release of the human exome, transcriptome and genome.

|  |  | N=4 | | N=3 | | N=2 | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Normalization | DE | mean | sem | mean | sem | mean | sem |
| relative ranking | DEMI | 1.6E-14 | NA | 7.0E-14 | 3.0E-14 | 1.2E-12 | 5.6E-13 |
| DFW | Limma | 5.3E-16 | NA | 7.2E-13 | 7.0E-13 | 0.619 | 0.081 |
| DFW | Rankprod | 1.7E-18 | NA | 2.3E-13 | 1.4E-13 | 4.8E-07 | 2.7E-07 |
| FARMS | Limma | 1.9E-13 | NA | 2.1E-12 | 2.0E-12 | 0.451 | 0.083 |
| FARMS | Rankprod | 4.2E-12 | NA | 4.3E-08 | 3.8E-08 | 0.003 | 0.001 |
| PLIER | Limma | 4.5E-12 | NA | 0.9 | 0.1 | 1 | 0 |
| PLIER | Rankprod | 3.0E-01 | NA | 1 | 0 | 1 | 0 |
| RMA | Limma | 5.6E-11 | NA | 1.0E-11 | 8.7E-12 | 0.478 | 0.083 |
| RMA | Rankprod | 1.6E-11 | NA | 1.9E-10 | 7.0E-11 | 1.3E-04 | 9.4E-05 |

Table S2. Enrichment of mouse orthologs of HIF-2 targets among significantly up-regulated genes in mouse embryonic fibroblasts exposed to 1% O_2_ for 24h. Differential gene expression was estimated by nine pipelines composed of various normalization and differential expression estimation methods. The data is presented as mean and standard error of hypergeometric p-values from all possible comparisons between subsets of size N of the hypoxic and normoxic groups (original N=4). Abbreviations: differential expression (DE), sample size (N), standard error of mean (sem), not available (NA)

**Supplementary references**

1. Coolen,M.W., Stirzaker,C., Song,J.Z., Statham,A.L., Kassir,Z., Moreno,C.S., Young,A.N., Varma,V., Speed,T.P., Cowley,M., et al. (2010) Consolidation of the cancer genome into domains of repressive chromatin by long-range epigenetic silencing (LRES) reduces transcriptional plasticity. *Nat. Cell Biol.*, **12**, 235–246.

How the deposited data were processed for this re-analysis (not part of the article)

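The data are 13 Affymetrix mouse gene arrays of primary mouse embryonic fibroblasts: 1 at 0 h, labelled normothermia and used as the start of both time series, and 1 at each of 0.5, 1, 2, 4, 8 and 18 h at 32°C and at 37°C. RNA of 3 dishes was pooled for each array, so there are no replicate arrays, and the number of arrays limits the precision. The authors deposited a table of intensity values on a linear scale, 1 per transcript cluster and array, between 4.24 and 18146.4. How the probes were summarized and normalized for this table is not given in the sources used here. The medians of the arrays differed by 0.046 on the log2 scale, under the 0.1 allowed, so the values were used as deposited and log2 transformed. No values of single probes, detection calls or array batches were used here. The experiments on hypoxia and on reference RNA samples were not analysed here.

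The table holds 28853 transcript clusters, of which 23410 were listed in the annotation used and 5443 were not. Of those listed, 1621 carried several gene symbols and were left out of the test, and 21789 carried 1, of which 21698 matched a mouse gene by Entrez identifier and 91 kept the symbol of the annotation. The test covered 19938 genes. For 999 genes with more than 1 transcript cluster, the one with the highest mean was used. Other transcript clusters of a named gene disagreed for Ak4, Ciart, Irf1, Tra2a and Ywhaz in the slope at 32°C. Which cluster measures the named gene was not determined here, as probe positions were not used. The values of these genes therefore hold for the transcript cluster used.

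Models were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and figures were drawn with matplotlib 3.10.9. The time trend at each temperature is the slope of the log2 value on the order of the 7 time points, from 0 to 6. The difference of time trends, named divergence from the common start in the text, is the coefficient of 32°C times this order over all 13 arrays, with time point as a block and no separate term for 32°C, because both series share the array at 0 h. It equals a line through 0 at 0 h fitted to the differences of pairs, so a level difference that is constant from 0.5 h on also gives a value other than 0, and it is not the difference of both fitted slopes. The temperature effect at matched times is the mean difference over the 6 pairs of arrays from 0.5 to 18 h. The late temperature effect is the mean difference at 4, 8 and 18 h in a fit with separate early and late differences. A gene passed at a Benjamini-Hochberg adjusted p under 0.05, 2-sided. Kendall's tau was tested exactly per gene and series, and shares of genes at a 1-sided exact p under 0.05 were compared with the 3.45% that 7 values give by chance. Overlaps with the study's supplementary tables were tested with Fisher's exact test, 1-sided.

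Lists of genes were tested with limma's camera at a preset correlation of 0.01 in both time trends and in their difference, adjusted over the 34 lists, and again with a correlation estimated for each list. The lists were cold-inducible and splicing regulators, the glutathione system, the thioredoxin system, NRF2 targets, superoxide dismutases with catalase and metallothioneins, the antioxidant genes of Table 5, cytosolic heat shock proteins, endoplasmic reticulum chaperones and unfolded protein response, cholesterol and fatty acid synthesis, DNA replication (S phase), mitosis (G2 and M phases), hypoxia response and glycolysis, immediate early and serum response, smooth muscle and contractile, extracellular matrix, circadian clock, interferon response, NF-kappaB and chemokines, p53 targets, cytosolic ribosomal proteins, oxidative phosphorylation, proteasome, lysosome and autophagy, osmotic response, reference genes, and markers of fibroblasts, macrophages, endothelium, skeletal muscle, neural and glial cells, epithelium, adipocytes, cartilage and bone, and erythroid cells. Members without a transcript cluster of their own in the test have no value and were left out of the counts of measured members. They include Ccnb1, Cdkn1a, Gapdh and 9 of 36 ribosomal proteins.

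Named genes by their rule, the 34 lists, the comparisons and the alternatives were fixed before the data were examined, apart from the alternatives named below as added. A set of zinc finger genes and several tests of single explanations were chosen after values had been seen. The named genes are the 12 genes the paper names for this experiment, the 10 genes with the largest change in each direction among those past the threshold in the time trend at 32°C and in the difference of time trends, the 5 such genes for the time trend at 37°C and for the temperature effects, and up to 4 members of each list past the threshold. Where none passed, as at 37°C, genes were taken by unadjusted p. The tables of the paper had been read before this rule was written.

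The alternatives were quantile normalization, relative ranks from 0 to 100 within each array, only the 10866 genes above the median of all transcript clusters (7.21 on the log2 scale), all transcript clusters with or without a gene symbol, eBayes with an intensity trend and robust variances, slopes on hours and on the log2 of hours plus 1, exact Kendall's tau, no array at 0 h, no time block, a separate term for 32°C, the late arrays alone, an estimated correlation within lists, and leaving out each time point in turn. The mean of all transcript clusters of a gene was added after seeing the data, as were, for the divergence, a fit without the array at 0 h and a fit with a separate term for 32°C that keeps this array, also run for the lists, and the lists without the genes of Table 5. The array at 0 h is alone in its block and carries no weight in the divergence, where the 565 genes stayed 565 without it. The fits were tested on simulated data in which 50 genes of each size were changed. For a slope of 0.1 per time point the fits found 66% at 32°C, 66% at 37°C and 88% in the divergence, and for 0.2 they found 100%, 96% and 100%. For a difference of 0.8 on the log2 scale they found 98% over all pairs and 88% in the late pairs, and for 0.4 they found 74% and 20%. Unchanged genes past the threshold numbered 5, 8, 11, 4 and 4 in the fits of the slope at 32°C, the slope at 37°C, their difference, all pairs and late pairs. These numbers hold for the simulated data alone. On the real arrays a swap of the temperatures in the pair at 1 h gave 663 genes in the divergence, so the rate of false calls there may be higher.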

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

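The genes and lists named first diverged at 32°C from their course at 37°C, in a test from the common start at 0 h that level differences also meet. In this part the fits with a separate term for 32°C that keep the array at 0 h and the set of zinc finger genes were chosen after their values were seen, and the tests of the array at 0 h shared by both series, of the late effect in splits and of the lists without the genes of Table 5 were chosen only after the result was seen. No array lay far from the others of its group in 30 groups tested, where chance gives 1.5. With no replicate arrays each group joins different times or temperatures, so these tests cannot tell a deviating array from a change with these.

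The courses of 565 genes diverged (234 higher and 331 lower, but 81 and 53 without 18 h and 107 and 60 with relative ranks), and 2 of these 565 passed with a separate term for 32°C. Divergences, 32°C minus 37°C in log2 per time point, were positive for the cold-inducible Cirbp (0.29), Ramp3 (0.21), Snord118 (0.20), Il20ra (0.16), Arrdc4 (0.16), Nr4a1 (0.15), Nr4a2 (0.13), Ppp1r15a (0.13), Ier3 (0.086), the pentraxin Ptx3 (0.11), the cathepsin Ctsk (0.065), Aldoc (0.071) and the proteasome subunit Psmb6 (0.060). Antioxidant and related genes with positive divergences were Nqo1 (0.19), Srxn1 (0.11), Cbr3 (0.099), Txnip (0.092), Txnrd3 (0.082), Mgst1 (0.081), Txnrd1 (0.081), Gsta4 (0.072), Gclc (0.061), Gsr (0.058) and Chac1 (0.11). Clock genes were Ciart (0.15, though 0.092 in another transcript cluster), Cry2 (0.073), Nr1d1 (0.070) and Per2 (0.060). Negative divergences were those of Senp8 (-0.22), Banp (-0.22), Thap2 (-0.19), Tasor (-0.17), Kctd21 (-0.17), H3c15 (-0.17), Zmat1 (-0.16), Gxylt2 (-0.16), Trmt1l (-0.15), Proser3 (-0.15), Slc5a3 (-0.15), the chaperone partner Chordc1 (-0.11), Sdf2l1 (-0.10), Creld2 (-0.083), Hyou1 (-0.065), Col10a1 (-0.099), the interferon-related Irf1 (-0.097, though 0.0063 in another transcript cluster) and Pml (-0.093), the splicing regulator Tra2a (-0.078) and the lysosomal peptidase Tpp1 (-0.071). Adjusted p from limma were 2.13e-04 to 0.0482. Other transcript clusters of Tra2a had divergences of -0.063 and -0.028.

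Lists past the camera threshold in the same test had these median divergences. Positive medians were those of the genes of Table 5 (0.081), the clock (0.054), NRF2 targets (0.037), the proteasome (0.023), immediate early genes (0.021), the glutathione system (0.017), oxidative phosphorylation (0.017, but 1.61e-04 with a separate term), hypoxia response and glycolysis (0.013, but -0.018 with a separate term for 32°C), ribosomal proteins (0.010) and the thioredoxin system (0.0063). Negative medians were those of mitosis (-0.031), DNA replication (-0.024), endoplasmic reticulum chaperones (-0.020), extracellular matrix (-0.016), cholesterol and fatty acid synthesis (-0.014) and smooth muscle (-0.011). Without 18 h mitosis and DNA replication turned to positive medians of 0.023 and 0.028 and passed in that direction (adjusted p = 2.51e-05 and 9.65e-06). With an estimated correlation none of the 34 lists passed, and the lowest adjusted p was 0.189. With a separate term for 32°C 11 lists passed, and 0 with an estimated correlation. Swapping the temperatures within pairs of arrays gave as many as 565 genes in 3 of 32 splits, with 663 after a swap of the pair at 1 h alone, so chance is not excluded for that count. For the 16 lists it was 1 of 32 splits, with 14 lists in the highest other split, but this count holds genes of Table 5 that the paper chose on these arrays. Without these genes 12 lists passed, as many as in the highest other split (2 of 32 splits), so chance is not excluded. The 14 genes of the effect at matched times were reached in 1 of 32 splits, the real one, with 2 in the highest other. That is the smallest share that 32 splits allow. These 14 calls also became 0 with quantile normalization, with relative ranks and without 2 h or 4 h, so chance is not firmly excluded there. For the late effect the 16 splits are too few for a share under 0.05, with 588 genes in the real split and 546 in the highest other, and this test and that of the lists without the genes of Table 5 were chosen only after the result was seen.

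Of 16 clock genes, 5 diverged upward at 32°C and 0 downward, and 2 had negative values (camera adjusted p = 0.0218 with a separate term for 32°C, and adjusted p = 0.715 with that term and an estimated correlation). A single time point is argued against by an adjusted p of at most 4.12e-05 with any 1 left out, and the scaling of the arrays by at most 2.39e-06 under quantile normalization and relative ranks. The signal level of the genes is argued against by the list's median, which lay at percentile 100 of 10000 random lists of like signal. An effect of temperature on the clock of these cells may account for the pattern, as may a change of medium or handling that differed between the temperatures, which the design confounds with them. It remains a hypothesis, since with an estimated correlation the adjusted p was 0.189, in a range from 1.20e-07 to 0.715 over the alternatives.

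Of 412 genes named as zinc finger genes by their symbol, 37 were lower and 4 higher at 32°C at 4, 8 and 18 h, for example Zbtb26 (-0.68), Zfp760 (-0.64) and Zscan30 (-0.60), that is 8.98% lower against 2.15% of all genes. The median late difference was -0.10 (camera p = 9.67e-12, and p = 0.0520 with an estimated correlation), and the medians by pair were -0.0098, -0.0013, -0.11, -0.13, -0.065 and -0.11 from 0.5 to 18 h. As the whole cause, a single time point is argued against by negative medians at 4, 8 and 18 h (p at most 9.98e-08 with any 1 left out), the scaling of the arrays by p of at most 1.55e-08 under quantile normalization and relative ranks, and the signal level of the genes by a median at percentile 0 of 10000 random lists of like signal. These tests bear on the explanations alone: the set was chosen after its values were seen, so they do not show that the pattern exceeds chance, and without 8 h or with relative ranks 0 single genes passed in the late comparison. An effect of temperature on these transcripts is a hypothesis for which no test was run.

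Lists of cholesterol and fatty acid synthesis, DNA replication, mitosis, hypoxia response and glycolysis, immediate early genes, and NF-kappaB and chemokines had negative slopes in both time series. These series share the array at 0 h, and without it the adjusted p of DNA replication at 37°C was 0.656 (3.60e-22 to 0.795 over the alternatives), so for that list the shared array stays open. For the other lists the highest adjusted p without it was 0.0027, which argues against the shared array as the whole cause at the preset correlation, while with an estimated correlation and all arrays none of these lists passed (adjusted p = 0.159 to 0.795). The signal level of the genes is argued against by a highest percentile of 0.02 among 10000 random lists. Culture time, which both series have in common, may account for the remainder, and as many lists passed in 13 of 100 random orders of the arrays at 32°C and in 10 of 100 at 37°C, so chance is not excluded for the number of lists.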

How the results depend on the processing

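The mean of all transcript clusters of a gene and, in the divergence from the common start, the fits without the array at 0 h and with a separate term that keeps it, and the lists without the genes of Table 5, were chosen after seeing the data, and the rest was planned. The 19 genes of the slope at 32°C became 52 with quantile normalization, 2 with relative ranks, 225 among genes above the median signal, 2 over all transcript clusters, 203 with an intensity trend and robust variances, 381 on hours, 353 on the log2 of hours, 0 by exact Kendall's tau (1775 rising and 1688 falling at a 1-sided unadjusted p under 0.05), 5 without 0 h and 2 to 23 with single time points left out. The 0 genes at 37°C stayed 0 in all alternatives. The 565 genes of the divergence became 167 with ranks (107 higher and 60 lower), 359 over all transcript clusters, 894 with trend and robust variances, 357 on hours, 4 with a separate term for 32°C and no array at 0 h, 4 with that term and this array (2 of the 4 among the 565), and 40 to 627 with time points left out. The 14 genes at matched times became 0 with quantile normalization, with ranks and over all transcript clusters, 3 with the mean of transcript clusters, 34 with trend and robust variances, and 0 to 7 with time points left out. The 588 late genes became 0 with ranks, 179 over all transcript clusters, 910 with trend and robust variances, 4 with the late arrays alone and 0 to 490 with time points left out. Gene lists past camera's threshold became 0, 0 and 0 with an estimated correlation (at 32°C, at 37°C and in the divergence), with or without the genes of Table 5, 11 in the divergence with a separate term for 32°C (0 with an estimated correlation), and 10 to 14, 9 to 14 and 12 to 16 with time points left out. Shares of steadily rising genes became 7.93% (above the median signal) and 7.68% (ranks) at 32°C and 4.70% (all transcript clusters) at 37°C. Those of falling genes became 13.7%, 7.68% and 7.14% at 32°C and 4.03%, 3.63% and 4.23% at 37°C in these 3 alternatives. Overlaps with the paper's tables at 37°C became 95 and 87 by Kendall's tau. The correlation of the trends became 0.149 without 0 h.

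Signs turned for genes that did not pass. The slope of Ywhaz at 32°C became -3.65e-04 with quantile normalization, -6.19e-04 with ranks, -0.0048 with the mean of transcript clusters -0.0020 without 0.5 h and 0.0091 without 0 h, that of Vegfa 0.0071 without 18 h and -0.085 without 0 h, and the divergence of Ywhaz 0.0018 with the separate term, with or without the array at 0 h. At 37°C Gclc became -0.0066 on hours, -2.54e-04 on log2 hours, -0.0063 without 0 h, -9.35e-04 without 0.5 h and 0.042 without 18 h. Slc5a3 became -0.0012 on hours, -0.048 as tau, -0.0016 without 1 h, -0.020 without 8 h and 0.030 without 18 h. Txnrd3 became -0.0044 without 0.5 h, Cirbp 0.0013 and Ywhaz -0.0018 without 8 h (-0.057 and 0.0073 without 0 h), and Txnrd1 0.0051 without 18 h (-0.050 without 0 h). In the divergence the lists of hypoxia response and of oxidative phosphorylation became -0.018 and 1.61e-04 with the separate term (camera directed down for both, with preset and estimated correlation), and those of DNA replication, mitosis and cholesterol synthesis became 0.028, 0.023 and 0.0029 without 18 h, and were lowest at -0.035 without 4 h, -0.059 without 8 h and -0.021 without 4 h. Except where fewer genes or arrays were tested, the cause was not tested. Of the values for named genes in the divergence, 606 kept sign and side of the threshold and 323 kept the sign but lost the call, and at 32°C 276 kept both, 178 lost the call and 13 gained it. Genes under the median signal have no value in that alternative.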

Differences from the paper's values

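The paper reports 1750 genes with a monotonic response at 32°C and 274 at 37°C, from a test of single probes. Here 19 and 0 genes passed in limma on values of whole genes, which is another test than the paper's. By direction, the paper's tables list 619 rising and 1131 falling genes at 32°C, where 9 and 10 passed here, and 120 rising and 154 falling genes at 37°C, where 0 and 0 passed here. All alternatives set before the data were examined still differ from these 6 counts: the highest at 32°C was 381, with slopes on hours (103 rising and 278 falling), and at 37°C all gave 0, where 721 genes rose and 435 fell at an unadjusted p under 0.05. By exact Kendall's tau, 0 genes passed at either temperature after adjustment.

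The share of rising features at 32°C is 5.49% of probes in the paper's supplementary table and 8.90% of genes here. With only genes above the median signal (7.93%) or with relative ranks (7.68%) the values no longer differ by over 1.5 times, and over all transcript clusters (8.67%) they do. The share of falling features there is 5.77% of probes in the paper's table and 8.47% of genes here, within 1.5 times, as with ranks (7.68%) and over all transcript clusters (7.14%), whereas above the median signal (13.7%) it differs. The filter that brings the rising shares together thus parts the falling shares.

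The paper lists Nqo1, Srxn1, Gss, Txnrd1, Gclc and Txnrd3 as rising with time at 32°C. All 6 slopes were positive here, and 0 passed over all genes in the slope at 32°C, with adjusted p of 0.0530 to 0.215. Nqo1 passed with quantile normalization, above the median signal, with trend and robust variances, on hours and on log2 hours. Srxn1 and Gss passed above the median signal, with trend and robust variances and on log2 hours, Txnrd3 passed above the median signal and on log2 hours, and Txnrd1 and Gclc in no alternative. In the divergence from 37°C, 5 of 6 passed, all but Gss, and 0 of 6 with a separate term for 32°C.

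Figures were read by eye. Figure 5 shows Rbm3 rising at 32°C by PCR. On the arrays its slope was 0.024 per time point (adjusted p = 0.440), near the top of the intensity scale, and it passed in no alternative. Figure 5 shows Cirbp highest at 8 h at 32°C, and on the arrays it was highest at 18 h, at 3.63-fold of 0 h. Srxn1, Txnrd1 and Gclc are highest at 8 h and Nqo1 at 18 h in both. Figure 4B shows Txnip rising at 37°C. Its slope there was 0.15 per time point here, with an adjusted p of 0.802. The paper places Cirbp among its leading rising genes, and here it had the largest positive slope at 32°C among genes that passed, and the lowest adjusted p.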

Other observations

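Some groups, among them that of Cirbp, which the paper discusses, had single members that diverged between the temperatures, without a call for the whole list. Among 11 cold-inducible and splicing regulators, Cirbp was higher than at 37°C and the splicing factor Tra2a lower, and the list had adjusted p = 0.918 (median -0.0020, mean 0.017) and 0.0449 with a separate term for 32°C, a test chosen after the values were seen (0.715 with an estimated correlation). The call of Tra2a is that of its brightest transcript cluster. Its dimmer clusters had divergences of -0.063 and -0.028, and slopes at 32°C of -0.0055 and 0.028. Of 22 interferon response genes, Irf1 and Pml were lower (adjusted p = 0.424, and 0.0287 with a separate term, 0.715 with an estimated correlation), and of 15 targets of NF-kappaB and chemokines, Ptx3 was higher (adjusted p = 0.369). Of 22 lysosomal genes, the bone-resorbing cathepsin Ctsk was higher and the peptidase Tpp1 lower (adjusted p = 0.597). Chordc1, a partner of HSP90, was lower among 22 cytosolic heat shock proteins (adjusted p = 0.0534), and Slc5a3 among 6 osmotic response genes (adjusted p = 0.0569). Among 7 cartilage and bone markers, Col10a1 had a divergence of -0.099 (adjusted p = 0.00647 from limma) and held it without any 1 time point (up to 0.0489), while the list had adjusted p = 0.369. Among 19 p53 targets 0 passed (adjusted p = 0.371). Vegfa, a target of the hypoxia response, had a slope of -0.028 at 32°C (adjusted p = 0.732) and a divergence of 0.040 (adjusted p = 0.119), and was higher at 32°C in 6 of 6 pairs. Each of Tra2a, Irf1, Pml, Ptx3, Ctsk, Tpp1 and Chordc1 lost its call without 4 or 8 h, with adjusted p up to 0.231, and with Col10a1 each lost it with a separate term for 32°C.

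Markers of other cell types gave no call as lists in the divergence or at 32°C. Of their members, the cartilage marker Col10a1 passed as a single gene in the divergence. Adjusted p in the divergence were 0.401 for fibroblast, 0.369 for macrophage, 0.753 for endothelial, 0.190 for skeletal muscle, 0.551 for neural and glial, 0.218 for epithelial, 0.438 for adipocyte and 0.551 for erythroid markers, and 0.753 for reference genes. Median, mean and test of a list differed in sign for osmotic response, reference genes and epithelial markers at 32°C, for several lists without a call at 37°C, and for cold-inducible, neural and reference genes in the divergence.

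Immediate early genes were highest early in both series. Their mean stood at 0.92 above 0 h on the log2 scale at 0.5 h and 0.60 at 1 h at 37°C, and at 0.74 and 0.99 at 32°C. In a principal component analysis the first component held 25.5% of the variance. On it the arrays at 4, 8 and 18 h at 32°C stood at 10.0, 13.9 and 20.5, and those at 0.5, 1 and 2 h at -2.58, -10.5 and -3.40. The arrays at 37°C stood between -7.24 and 1.96, so the array at 1 h at 32°C lay outside their range on the negative side. The second component held 16.3% of the variance, and on it the arrays at 37°C stood between -6.53 and 7.21. The arrays at 0.5, 2, 4 and 18 h at 32°C lay outside that range, at -13.2, 12.8, 8.51 and -9.13.

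Across genes, the slopes at 32°C and 37°C had a correlation of 0.264 and the same sign in 57.7% of genes, where genes are not independent replicates. The shared array at 0 h gives such a correlation by itself, with a mean of 0.322 (0.285 to 0.351) in 100 simulations without any trend. Without that array the correlation was 0.149 and the same sign was seen in 50.5% of genes. The covariance of the slopes over all arrays was 2.00e-04, above the simulated range of 1.31e-04 to 1.66e-04 (mean 1.49e-04). Correlation and covariance thus differ, and whether the shared array gives all that both series have in common stays open.

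Random orders of the arrays gave as many as the 19 genes of the slope at 32°C in 2 of 100 orders, the real one included. Such a count was thus rare among these orders, but it does not show that the genes follow the real order of times. The highest other order, which keeps 4, 8 and 18 h in place and exchanges earlier times, gave 144 genes. This is several times the real count. A structure of the samples may lie behind it, but that was not tested, and this order shares its late times with the real one. At 37°C the real count of 0 is reached by any order (100 of 100, with 0 in the highest other), so the orders decide nothing there. For lists, 11 passed at 32°C with 15 in the highest other order, and 11 at 37°C with 14.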
